# SP1 antagonizes H3K27me3 to shape chromatin landscapes for RNA polymerase II recruitment during gastrulation

**DOI:** 10.1093/nar/gkag305

**Published:** 2026-04-13

**Authors:** Xipeng Shen, Yuting Wen, Xiaohan Tang, Yujiao Liu, Wensi Li, Wenhao Chen, Shuheng Yang, Lidan Wang, Haibo Yang, Kunyan Liu, Lei Li, Yunlong Xiang

## Abstract

Following implantation, the epiblast undergoes gastrulation to form the three germ layers, a process requiring precise temporal control of developmental gene expression. However, the mechanisms governing RNA polymerase II (Pol II) engagement at developmental gene promoters during this critical stage remain poorly understood. Here, we present a genome-wide analysis of Pol II occupancy in mouse post-implantation embryos, revealing that nearly half of bivalent promoters are bound by Pol II in a lineage-specific and temporally ordered manner. This recruitment follows a stepwise chromatin remodeling cascade, with initial deposition of H3K27me3, followed by H3K4me3 acquisition and Pol II engagement. Through genetic perturbation, we show that KMT2B promotes Pol II loading via H3K4me3 deposition, whereas the Polycomb component EED restricts this process by maintaining H3K27me3. Notably, we identify the transcription factor SP1 as a critical facilitator of Pol II recruitment at bivalent loci. SP1 binding coincides with reduced H3K27me3 levels and enhanced Pol II occupancy, and its loss leads to chromatin re-silencing and transcriptional failure. Together, our findings establish a chromatin-based regulatory framework in which SP1 and histone modifications cooperatively license the transcriptional activation of developmental genes during germ layer formation.

## Introduction

The transformation of a single-cell zygote into a multicellular organism with complex tissues and organs is driven by coordinated cell fate decisions. Gastrulation marks a pivotal developmental window during which the epiblast undergoes extensive remodeling to generate the three germ layers—the cellular foundation of the embryo proper. This process is tightly regulated by a complex network of transcriptional and epigenetic programs [1–3]. Yet, how transcriptional activity is precisely initiated and regulated at developmental genes during this stage remains poorly understood.

A defining feature of developmental gene regulation in mammalian cells is known as “bivalency”. This state is characterized by the simultaneous presence of two opposing histone modifications at promoters: trimethylated histone H3 Lys4 (H3K4me3), associated with transcriptional activation, and trimethylated histone H3 Lys27 (H3K27me3), linked to transcriptional repression [4–8]. Bivalent chromatin is conserved across species and enriched at key transcription factor loci such as HOX, PAX, FOX, SOX, POU, FGF, and WNT [9–12]. The bivalent state is dynamically reconfigured during early mouse embryogenesis. Maternal non-canonical H3K4me3 is rapidly converted to the canonical form after fertilization, while H3K27me3 persists until the blastocyst stage, with diminished enrichment at developmental gene promoters such as the *Hox* cluster, resulting in a transient loss of bivalency [13–16]. It is re-established in post-implantation epiblast by E6.5, with both H3K4me3 and H3K27me3 showing a broader and stronger distribution at developmental gene promoters [17]. Genetic studies have shown that zygotic knockout of histone-lysine N-methyltransferase 2B (KMT2B, also known as MLL2), which is a major enzyme catalyzing the H3K4me3 modification on bivalent genes, results in delayed embryonic development and lethality by embryonic day 11.5 (E11.5) [18]. Loss of embryonic ectoderm development protein (EED), a core component of the Polycomb repressive complex 2 (PRC2), leads to a significant reduction in H3K27me3 and embryonic lethality by E8.5 [19, 20]. These findings underscore the essential role of bivalency in regulating developmental gene expression and ensuring normal embryonic development.

Bivalent chromatin is thought to maintain developmental genes in a transcriptionally “poised” or “primed” state, enabling rapid activation in response to differentiation cues. At these promoters, RNA polymerase II (Pol II) is preloaded but transcriptionally inactive, lacking Ser2 phosphorylation (Ser2p) associated with productive elongation [21–23]. This configuration allows transcription to proceed through the first exon–exon junction but fails to generate full-length transcripts, distinguishing it from classical promoter-proximal pausing, which yields only short RNAs of 10–50 nucleotides [24, 25]. Pol II is detected at only ∼10–30% of bivalent promoters in early Drosophila embryos and mouse embryonic stem cells [22, 26]. Following fertilization, Pol II is gradually re-engaged through sequential loading and configuration steps to overcome zygotic transcriptional quiescence [27], but this primarily supports housekeeping gene expression. In contrast, developmental gene promoters remain largely unoccupied by Pol II at the blastocyst stage, coinciding with the temporary loss of bivalency. Consequently, both bivalent chromatin and Pol II occupancy must be re-established during post-implantation development to permit timely activation of lineage regulators [16, 17].

The regulatory logic guiding Pol II recruitment to bivalent promoters is complex and remains a subject of debate. While PRC2-mediated H3K27me3 is generally considered repressive, studies have shown that developmental genes may remain inactive even after PRC2 loss [4, 28, 29]. JARID2, a component of PRC2, is required for the recruitment of Pol II to developmental regulators in mouse ESCs [30]. Conversely, H3K4me3 has been implicated in transcriptional initiation and Pol II loading, yet its absence appears to affect elongation dynamics rather than Pol II recruitment per se [31]. Although transcription factors are proposed to facilitate Pol II recruitment to developmental promoters, the identity of such factors during germ layer formation remains elusive. Moreover, most existing studies have focused on ESCs or preimplantation stages, leaving a critical gap in our understanding of how Pol II is engaged at developmental genes during post-implantation embryogenesis.

Here, we show that Pol II recruitment to developmental gene promoters during gastrulation is orchestrated by the antagonistic activities of H3K4me3 and H3K27me3. Importantly, we identify the transcription factor SP1 as a key regulator that facilitates Pol II binding by counteracting PRC2-mediated H3K27me3 deposition. Disruption of this chromatin balance compromises Pol II recruitment and causes aberrant activation of lineage-specifying genes, ultimately resulting in embryonic lethality. These findings reveal how chromatin modifications and transcription factors collaboratively govern transcriptional activation during early mammalian development.

## Materials and methods

### Cell culture

HeLa cells [American Type Culture Collection (ATCC), Manassas, VA, USA] were cultured in DMEM medium supplemented with 10% fetal bovine serum at 37°C, 95% humidity, and 5% CO_2_.

### Separation of germ layers

C57BL/6N female mice (4–8 weeks old) were purchased from Beijing Vital River Laboratory Animal Technology Co., Ltd. All animals were maintained in accordance with the guidelines of the Animal Care and Use Committee of Chongqing Medical University. Germ layer separation during the gastrulation stage was performed as previously described [32]. Briefly, adult PWK/PhJ male mice (8–10 weeks old) were mated with C57BL/6N females (4–8 weeks old). The presence of a vaginal plug on the following day was considered as embryonic day 0.5 (E0.5). Pregnant females were euthanized by cervical dislocation at E6.5. Embryos were carefully dissected to remove the decidual and Reichert’s membranes. Using silicon glass needles, the extraembryonic and embryonic regions were meticulously separated in M2 medium (Sigma). Embryos were then washed in serum-free DMEM and enzymatically dissociated by a 10-min incubation in a pancreatin/trypsin solution on ice. The embryonic region was carefully aspirated into a silicon glass tube to facilitate the separation of the visceral endoderm (VE) and epiblast (Epi). The extraembryonic ectoderm (ExE) and extraembryonic visceral endoderm (ExVE) were also separated as described. For E7.5 embryos, the same methods were employed to obtain the endoderm layer (End), ExE, and ExVE. The mesoderm (Mes) was gently dissected from the remaining embryonic tissue, which resembled a pair of wings attached to the ‘J-shaped’ primitive streak. The ectoderm layer (Ect) was obtained by excising the primitive streak.

### Generating gene knockout embryos

CRISPR-ZEN technology was employed to generate constitutive knockout embryos by introducing Cas9 and sgRNA complexes directly into mouse zygotes [33]. Female C57BL/6N mice (5–6 weeks old) were intraperitoneally injected with Pregnant Mare Serum Gonadotropin (PMSG) (10 IU), followed by Human Chorionic Gonadotropin (HCG) (10 IU) 46–48 h later. After mating with PWK/PHJ male mice (8–10 weeks old), females exhibiting a vaginal plug were sacrificed the next morning to obtain PN3-PN4 zygotes. The Cumulus-Oocyte Complexes (COCs) were treated with 0.3 mg/ml hyaluronidase (Sigma) to remove cumulus cells. Zygotes were then transferred to Acidic Tyrode’s solution (Sigma) for 20 s to thin the zona pellucida. Meanwhile, the Cas9 protein (IDT) was incubated with sgRNAs (Supplementary Table Sheet 1) in electroporation buffer at 37°C for 15 min. Zygotes were then transferred to Opti-MEM and mixed with the sgRNA-Cas9 solution. Electroporation was performed using the following parameters: 5 pulses lasting 0.3 ms at 30 V with a 0.1 ms interval using the Gene Pulser Xcell (Bio-Rad). Embryos were then cultured in KSOM + AA (Thermo Fisher Scientific) at 37°C under 5% CO_2_ until the two-cell stage and subsequently transferred to E0.5 pseudopregnancy foster mothers.

### Genotyping of knockout embryos

The ExVE from each embryo was collected for genotyping. The ExVE was washed in M2 medium, and excess liquid was carefully removed. Subsequently, 10 µl of lysis buffer containing 0.2 µg/µl proteinase K (Roche) was added to facilitate the release of genomic DNA. The mixture was incubated at 55°C for 60 min, followed by a 10-min denaturation step at 95°C to inactivate the proteinase K. PCR reaction was then performed for genotyping using the primers listed in Supplementary Table Sheet 2. Embryos with deletions in both alleles of the target gene were considered as knockouts, while those without allele deletions were collected as controls.

### H&E staining of the embryo

For histological analysis, embryos were fixed in 4% paraformaldehyde at 4°C overnight, dehydrated through an ethanol gradient, embedded in paraffin, and sectioned at 5 μm thickness. Sections were stained with hematoxylin and eosin according to standard procedures and imaged using a brightfield microscope.

### RNA-seq library construction

The RNA-seq library was generated following the Smart-seq2 protocol [34]. Samples were permeabilized in 5 µl lysis buffer containing 0.2% Triton X-100 for 30 min on ice. After centrifugation, 2 µl of the supernatant was transferred to a pre-cooled tube and reverse transcribed into cDNA. The library construction was then performed using the One-step DNA Lib Prep Kit for Illumina V2 (Abclonal) according to the manufacturer’s instructions.

### ChIP-seq library construction

ChIP-seq was performed with minor modifications to the STAR ChIP-seq protocol [13]. Samples were lysed in a buffer containing 0.5% Tween-20, 0.5% NP-40, and 0.1% SDS, with gentle pipetting to release genomic DNA. The mixture was then digested with micrococcal nuclease (MNase) (Sigma) at 37°C for 5 min. Primary antibodies—anti-Pol II RBP1 (BioLegend, cat: 664 906; lot: B33493), anti-Phospho-POLR2A CTD-S2 (Abclonal, cat: AP0749; lot: 21 155 550 101), anti-SP1 (Proteintech, cat: 21962–1-AP; lot: 77 360), anti-H3K4me3 (Millipore, cat: 04–745; lot: 3 689 889) or anti-H3K27me3 (Abclonal, cat: A2363; lot: 5 500 016 460)—were added, followed by overnight incubation at 4°C. Protein A Dynabeads (Thermo Fisher Scientific) were subsequently added to the solution and incubated for 3–4 h. The beads were washed five times with RIPA buffer and once with LiCl wash buffer. DNA fragments were eluted by proteinase K treatment. The eluted DNA fragments were subjected to library construction using the NEB Next® Ultra II DNA Library Prep Kit, following the manufacturer’s instructions. Both ChIP-seq and RNA-seq libraries were sequenced on the HiSeq-2500 platform at Novogene.

### RNA-seq data processing

The sequencing reads were processed for quality trimming using the Trim Galore (version 0.6.7), and subsequently aligned to the mouse mm9 reference genome using HISAT2 (version 2.2.1) [35]. Gene expression was calculated by StringTie (version 2.2.1) according to the refFlat database [36].

### ChIP-seq data processing

Raw sequencing data were processed using Trim Galore (version 0.6.7) to remove adapter sequences and low-quality reads. The resulting high-quality paired-end reads were aligned to the mouse mm9, or human hg19 reference genome using Bowtie2 (version 2.4.5) with the following parameters: -t -q -N 1 -L 25 [37]. PCR duplicates and multiple-mapped reads were removed using JavaScript (MarkDuplicates.jar). Uniquely mapped reads were converted to BigWig format for visualization on the UCSC Genome Browser using deepTools (version 3.5.1) [38]. After validating the reproducibility, biological replicates were pooled for downstream analysis.

### ChIP-seq data normalization

To ensure accurate cross-sample comparisons of ChIP-seq signals across different batches, we normalized Pol II occupancy using a background-corrected RPKM approach. Specifically, we calculated the average RPKM signal of Pol II within a 1-kb window centered on the transcription start site (TSS). As a background reference, we measured the signal within the upstream region from –4 to –3 kb relative to the TSS. To mitigate gene-specific background effects, the mean background signal across all genes was used to derive a background coefficient. Normalized Pol II RPKM values were obtained by dividing the promoter RPKM by this coefficient. The same strategy was applied to Ser2p signals, with normalization performed over the gene body region.

### Identification of germ layer-specific genes

We utilized the normalized RPKM of Ser2p to identify lineage-specific expressed genes in germ layers. A gene was classified as germ-layer-specific if its normalized Ser2p RPKM > 3 in one germ layer and remained < 2 in all others. To account for developmental similarity among layers, we allowed expression above three in one additional layer. A similar approach was used for RNA-seq data, defining lineage-specific genes as those with expression levels > 5 in one germ layer and < 5 in the others. The complete list of germ layer–specific genes is provided in Supplementary Table Sheet 3.

### Identification of transcriptionally decoupled genes

Transcriptionally decoupled genes were identified using the following criteria: normalized RPKM for Ser2p within the gene body > 2, and FPKM < 1 as measured by RNA-seq. Genes with another annotated gene located within 10 kb of their genomic region were excluded to avoid potential overlap or ambiguous assignment. All identified decoupled genes are listed in Supplementary Table Sheet 4.

### Identification of bivalent genes and pol II (+) bivalent genes

Bivalent genes were identified based on public ChIP-seq data (GSE125318). Genes were defined as bivalent if their promoters exhibited normalized RPKM values > 2 for both H3K4me3 and H3K27me3. The resulting gene list is provided in Supplementary Table Sheet 5. Bivalent genes with normalized Pol II RPKM > 3 were classified as Pol II (+) bivalent genes (Supplementary Table Sheet 6). Among the remaining genes, promoter-associated Pol II normalized RPKM > 3 was used as the threshold to define activated genes, whereas genes below this cutoff were classified as silenced.

### Clustering analysis

K-means clustering of gene expression, histone modifications, Pol II, and Ser2p signals was performed using Cluster 3.0 with uncentered correlation as the distance metric. Hierarchical clustering was conducted based on Spearman’s rank correlation. Clustering results were visualized using Java TreeView.

### GO analysis

GO term enrichment was conducted using the DAVID functional annotation tool (https://davidbioinformatics.nih.gov/) with the standard mouse genome as background. GO terms with a P-value < 0.01 were considered statistically significant and reported in the corresponding figures.

### Statistical analyses

Statistical significance was assessed using two-tailed unpaired Student’s t-tests unless otherwise specified. Box plots display medians, interquartile ranges (boxes), and 1.5 × interquartile range whiskers. Statistical analyses were performed using R (v4.3.1). Detailed statistical tests and sample sizes are indicated in the figure legends.

## Results

### Genome-wide profiling of RNA Pol II in mouse early post-implantation embryos

To investigate the dynamics of RNA Pol II in mouse post-implantation embryos, we first tested the sensitivity of antibodies to capture total RNA Pol II (referred to hereafter as Pol II) at low-input cell level using STAR ChIP-seq [13]. The distribution of Pol II in 100k and 10k HeLa cells was highly comparable to that of the ENCODE data (Supplementary Fig. S1A and B) [39]. Around 79% and 68% Pol II peaks in reference data were recaptured by STAR ChIP-seq, respectively (Supplementary Fig. S1C). We then separated mouse E6.5 embryos into epiblast (Epi), visceral endoderm (VE), extra-embryonic ectoderm (ExE), and E7.5 embryos into ectoderm (Ect), mesoderm (Mes), endoderm (End), and ExE according to the method we previously reported [32]. ChIP-seq data for Pol II and its Ser2-phosphorylated form (hereafter as Ser2p) were generated. 

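RNA of 7 wild-type tissues, Epi, VE and ExE at E6.5 and Ect, Mes, End and ExE at E7.5, was sequenced from Smart-seq2 libraries, a protocol for small samples that primes cDNA on the poly(A) tail. Each tissue had 2 libraries, made from pools of 15 or 16 embryos at E6.5 and of 6 embryos at E7.5. Embryonic and extra-embryonic regions were parted with glass needles, and the tissue layers were separated after pancreatin and trypsin treatment. The paper describes no cell sort. The paper's Table S7 gives 11423070 to 18531308 uniquely mapped reads per library. The authors trimmed the reads with Trim Galore 0.6.7, aligned them to mm9 with HISAT2 2.2.1 and calculated FPKM, a fragment count scaled to transcript length and library size, with StringTie 2.2.1 on the refFlat annotation. The values analysed here are FPKM with 1 pooled column per tissue for 23720 genes. Whether the reads of both libraries were merged or their values averaged is not given in the paper's text. Because the columns are pooled, no spread between replicates, interval or test could be computed, and every tissue value below is the authors' pooled FPKM. Differences between tissues were taken on the log2(FPKM + 1) scale, which understates the difference for genes of low FPKM, over the 12228 genes with at least 1 FPKM in at least 1 tissue. A gene is called higher or lower at a difference of at least 1 on this scale.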

To validate the reliability of our data, we also performed RNA-seq for the corresponding stages. We confirmed that these data are highly reproducible (Supplementary Fig. S1D). Hierarchical clustering analysis revealed that Pol II and Ser2p signals are similar between replicates but are distinct among different lineages (Supplementary Fig. S1E). We then pooled data from replicates in the subsequent analyses.

Generally, Pol II was highly enriched at transcription start sites (TSS) and transcribed gene bodies, whereas Ser2p showed weaker TSS distribution but stronger presence at gene bodies and 3′ transcription end site (TES) regions at the genome-wide level, consistent with previous reports (Fig. 1A and B) [40]. The number of Pol II-positive and Ser2p-positive genes was comparable across embryonic tissues (Supplementary Fig. S1F). 

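Between 9345 genes in E6.5 ExE and 10543 genes in E7.5 End were at 1 FPKM or more, and 5792 (E7.5 Ect) to 6648 (E7.5 End) were at 5 FPKM or more. Among the genes at 1 FPKM or more, the median ranged from 7.11 FPKM in E7.5 Ect to 8.91 FPKM in E6.5 ExE. The number of genes listed at 0 lay between 8193 and 9829. In E6.5 VE the 10 most abundant genes made up 21.7% of the summed FPKM, against 9.62% in E6.5 ExE and 10.0% in E6.5 Epi. Much of this was the ribosomal RNA gene *Rn45s*, at 54655 of 363591.7 summed FPKM in E6.5 VE. It was at 20173.7 of 478336.2 FPKM in E6.5 ExE and 17940.6 of 462040.8 FPKM in E6.5 Epi. Genes of secreted visceral endoderm proteins were also prominent in E6.5 VE, with *Spink1*, a protease inhibitor, at 6087 FPKM and the apolipoprotein gene *Apoa1* at 1318 FPKM. Across genes, the tissue pairs with the closest profiles were E6.5 Epi and E7.5 Ect (Pearson's r = 0.968), E6.5 VE and E7.5 End (r = 0.958) and ExE at E6.5 and E7.5 (r = 0.952). The lowest of all pairs was E6.5 Epi and E6.5 VE (r = 0.836). These correlations are over log2(FPKM + 1) of 12228 genes within pooled columns, and genes are not independent replicates.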

We categorized gene expression levels into high, medium, low, and non-expressed groups across embryonic tissues by RNA-seq. The result showed a strong positive correlation between the enrichment of Pol II and Ser2p and gene expression levels (Fig. 1C). 

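Many of the lineage markers named in Fig. 1D and Fig. 2A had most of their RNA in 1 lineage. Not all did, as *Spata24* was at 2.52 to 7.80 FPKM in all 7 tissues. *Ror1* was at 2.58 FPKM in E7.5 Mes and 1.32 FPKM in E7.5 End beside its highest level in E7.5 Ect. In E6.5 Epi, the pluripotency factor *Nanog* was at 19.8 FPKM and *Tdgf1*, a co-receptor of the ligand NODAL, at 152 FPKM, against 0.989 and 0.808 FPKM in E6.5 VE. The endoderm genes *Ttr*, *Spink1*, *Hnf4a*, *Foxa1* and *Car7* were high in E6.5 VE and E7.5 End alike. *Ttr*, which encodes a thyroid hormone carrier, was at 705 FPKM in E6.5 VE and 1577 FPKM in E7.5 End but at 0.267 FPKM in E6.5 Epi, and *Hnf4a* was at 37.6 and 35.3 FPKM in both endoderm samples and listed at 0 in the other 5 tissues. The trophoblast factor *Tfap2c* was at 53.2 FPKM in E6.5 ExE and 18.7 FPKM in E7.5 ExE, and *Gata2*, *Irx2*, *Irx4* and *Phf19* were also highest in ExE. *Pdgfra* and *Dll3* were highest in E7.5 Mes, at 12.8 and 29.1 FPKM, and *Wnt8a* and *Ror1* in E7.5 Ect, at 7.47 and 3.47 FPKM. The housekeeping gene *Rpn1* stayed between 28.6 and 50.1 FPKM. *Apol8* was at or below 0.0551 FPKM and *Ffar4* at or below 0.718 FPKM in all 7 tissues. *Nanog* and *Tdgf1* were also listed in E6.5 ExE, at 7.40 and 26.3 FPKM.
Lists of markers, fixed before the data were examined, extend this to more genes. Against the other tissues of the stage, the median difference of 47 visceral endoderm markers was 4.72 in E6.5 VE and 4.95 in E7.5 End. It was 3.72 in E6.5 ExE and 2.52 in E7.5 ExE for 37 extraembryonic ectoderm markers, 1.37 in E6.5 Epi for 33 pluripotency and epiblast genes, 1.86 in E7.5 Mes for 44 primitive streak and mesoderm genes, and 0.80 in E7.5 Ect for 24 ectoderm and neural genes. Each of these medians lay at percentile 100 among 10000 random lists of the same size matched on mean expression, which describes these columns and is not a test between replicates.

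**Figure D1:**
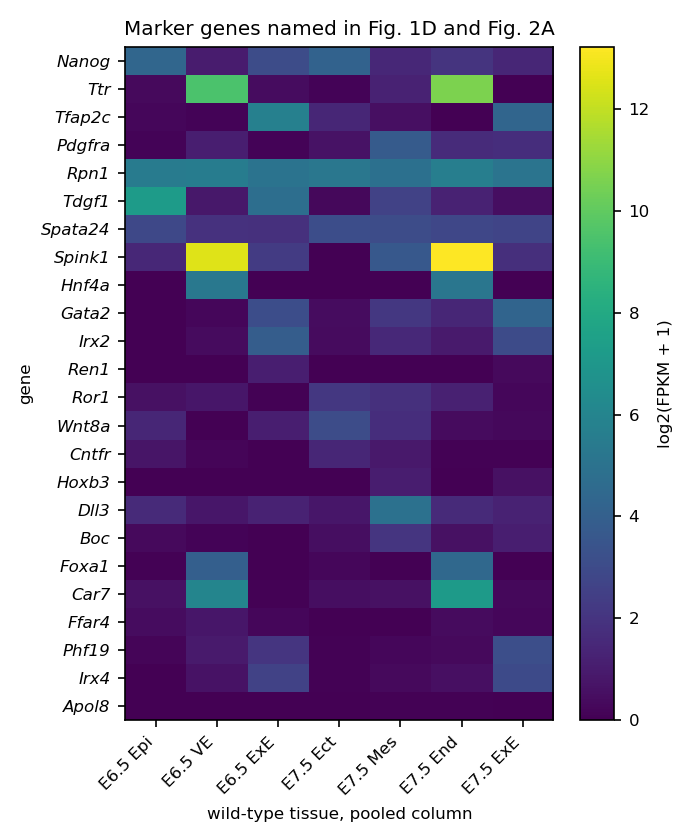
Pooled FPKM of the lineage markers named in Fig. 1D and Fig. 2A, as log2(FPKM + 1) by color, with 1 line per gene and 1 column per wild-type tissue. *Ttr*, *Spink1*, *Foxa1* and *Car7* are bright in E6.5 VE and E7.5 End, *Tfap2c* in both ExE columns, and *Rpn1* is alike in all 7 columns.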

Analysis of lineage-specific marker genes strongly supported the correct identities of mouse embryonic tissues and the dynamic Pol II and Ser2p landscapes in each germ layer (Fig. 1D). Taken together, these data demonstrated the high quality of Pol II and Ser2p data we generated in early post-implantation embryos.

**Figure 1.**
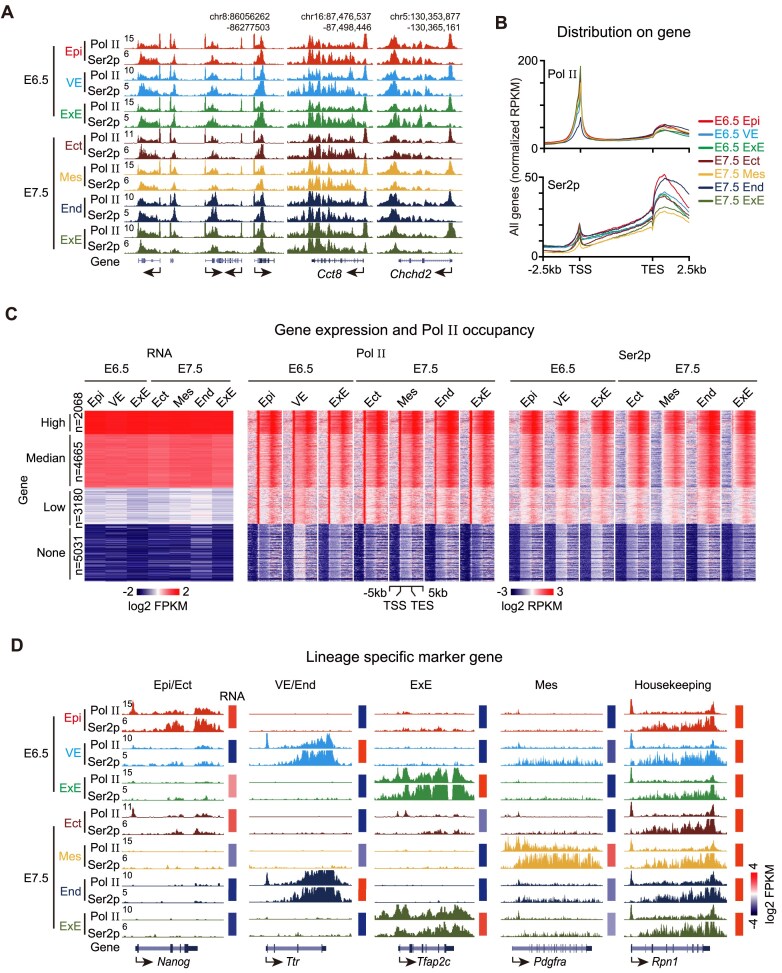
Genome-wide landscape of RNA Pol II and Ser2p in early post-implantation mouse embryos. (**A**). UCSC genome browser snapshots showing Pol II and Ser2p occupancy across representative genomic loci in distinct germ layers at E6.5 and E7.5. Genomic coordinates are indicated above each track. (**B**). Average plots illustrating the distribution of Pol II (top) and Ser2p (bottom) at gene bodies and their flanking regions. (**C**). Heatmaps of RNA expression (left), Pol II (middle), and Ser2p (right) signals at gene bodies across germ layers. Genes are stratified into four groups based on RNA expression levels across all germ layers using k-means clustering. (**D**). Representative lineage-specific marker genes showing Pol II and Ser2p enrichment by genome browser view. Corresponding gene expression levels are shown as heatmaps (right). Housekeeping gene *Rpn1* is included as a control.

### Transcriptionally decoupled genes during gastrulation

To explore the relationship between transcriptional activity and cell fate specification, we analyzed RNA-seq and ChIP-seq data to identify lineage-specifically expressed genes and Pol II dynamics across mouse germ layers. 

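By RNA, E7.5 End had the most lineage-specific genes and E7.5 Ect the fewest. With the paper's rule of an expression level over 5 in 1 tissue and under 5 in the others, applied to the pooled FPKM of all 7 tissues, 121 genes were specific to E6.5 Epi, 93 to E6.5 VE, 141 to E6.5 ExE, 49 to E7.5 Ect, 162 to E7.5 Mes, 262 to E7.5 End and 55 to E7.5 ExE. When 1 additional tissue over the threshold was allowed, these counts were 281, 469, 311, 152, 340, 718 and 226, in the same order. Compared with the other tissues of its stage, E6.5 Epi had 1279 genes called higher, led by *Gm9564*, the amino acid transporter gene *Slc7a3*, the imprinted gene *Snrpn*, the pluripotency factor *Pou5f1* and *Ifitm2*. *Pou5f1* was at 177 FPKM in E6.5 Epi and 0.169 FPKM in E6.5 VE. E6.5 VE had 1324 higher genes, led by *Spink1*, *Apoa1*, *Apoc2*, *Ttr* and *Apom*, and E7.5 End had 1574 with the same 5 genes in the lead. In E6.5 ExE, 1015 genes were higher, led by the trophoblast factor *Elf5* (131 FPKM), the connexins *Gjb3* and *Gjb5*, *Hand1* and *Wnt7b*. E7.5 Mes had 498, led by the mesoderm regulators *Mesp1* (122 FPKM), *Aldh1a2*, *Lefty2*, *Msgn1* and *Foxc2*. E7.5 Ect had 434, led by *Pim2*, *Gm9564*, *Slc7a3*, *Cxcl12* and *Snrpn*, and E7.5 ExE had 553, led by the embryonic globin *Hbb-bh1* (157 FPKM, listed at 0 in the other 6 tissues), *Fabp3*, *Elf5*, *Dppa4* and *Gjb3*. Of 11 blood and erythroid genes compared, a list apart from the extraembryonic ectoderm markers, 10 were called higher in E7.5 ExE. The counts have no replicate check. They depend on the pseudocount, and the summed count of higher and lower genes was 1.5 times larger or more in 6 tissues with a pseudocount of 0.2 or 0.1.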

We found that both Pol II occupancy and Ser2p levels correlated strongly with gene expression (Supplementary Fig. S2A). Genome-wide profiling further revealed that Ser2p distribution exhibits clear lineage specificity at both E6.5 and E7.5 (Fig. 2A). Genes with stage- and lineage-specific Ser2p enrichment were enriched for functions related to cell fate determination. For instance, in the E6.5 epiblast, Ser2p is preferentially associated with genes involved in gastrulation and PI3K-Akt signaling pathways, whereas in the visceral endoderm, Ser2p-marked genes are primarily linked to endoderm and lung development (Fig. 2A).

**Figure 2.**
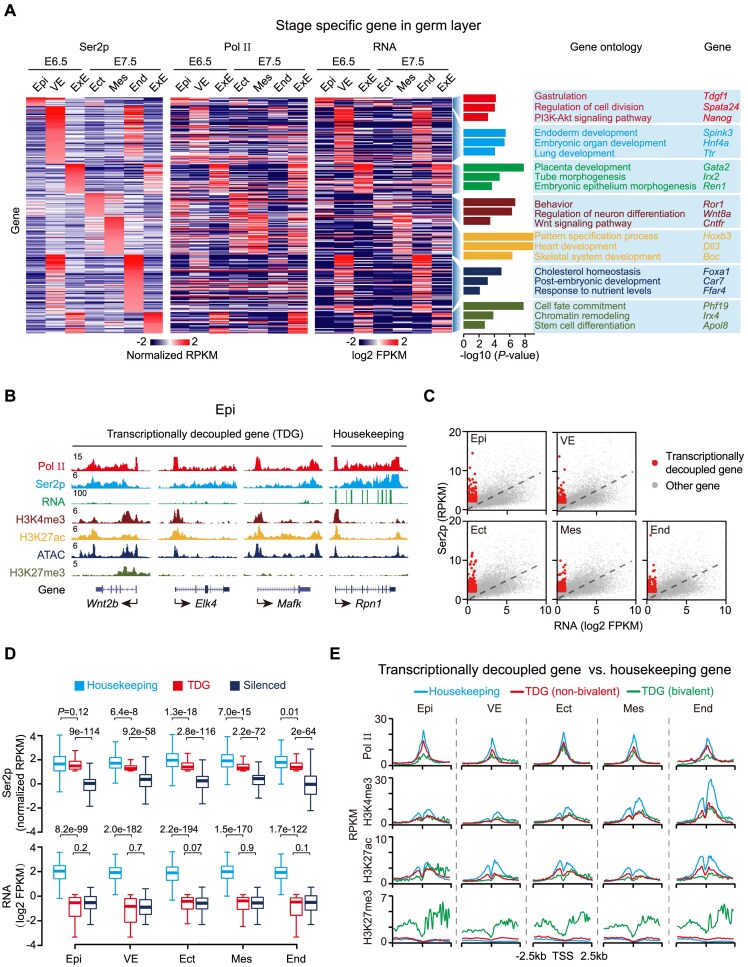
Transcriptionally decoupled genes exhibit Ser2p enrichment despite low mRNA output. (**A**). Heatmaps showing lineage-specific genes identified by Ser2p enrichment across germ layers at E6.5 and E7.5. Corresponding Pol II promoter occupancy and RNA expression are shown for the same gene sets. Gene Ontology (GO) terms are annotated on the right. (**B**). Genome browser snapshots depicting chromatin features of representative transcriptionally decoupled genes, characterized by high Ser2p signal but low RNA expression. Housekeeping gene *Rpn1* is shown as a control. (**C**). Scatter plots showing the correlation between Ser2p and RNA levels of all genes in E6.5 and E7.5 embryos. (**D**). Box plots comparing Ser2p signal (top) and RNA expression (bottom) between transcriptionally decoupled, housekeeping, and silenced genes. Center lines represent medians; box limits indicate the 25th and 75th percentiles; whiskers extend to 1.5 times the interquartile range (IQR). *P*-values were calculated using an unpaired two-tailed Student’s *t*-test. (**E**). Line plots showing the distribution of Pol II, H3K4me3, H3K27ac, and H3K27me3 at promoters of transcriptionally decoupled versus housekeeping genes. Transcriptionally decoupled genes are further subclassified into bivalent and non-bivalent groups.

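Genes picked by Ser2p had their highest RNA in the same tissue in most cases. Of the E6.5 lists of Table S3, 33 of 37 Epi genes, 96 of 108 VE genes and 53 of 58 ExE genes had more FPKM in their own tissue than in the other two. At E7.5 this held for 44 of 69 Ect genes, 52 of 75 Mes genes, 107 of 122 End genes and 38 of 45 ExE genes. The median RNA of the VE list was 17.6 FPKM in VE against 0.821 FPKM in the mean of Epi and ExE, and that of the ExE list was 22.4 FPKM in ExE against 1.31 FPKM. The gap was narrower for the E7.5 Ect list, at 3.58 against 1.56 FPKM, and for the E7.5 Mes list, at 4.92 against 1.74 FPKM. On the log2(FPKM + 1) scale the median difference from the other tissues of the stage ranged from 0.99 (E7.5 Ect) to 2.82 (E6.5 ExE), and each of the 7 lists lay at percentile 100 among random lists matched on mean expression. Across all 7 tissues, without regard to stage, 81 End genes but 11 E7.5 ExE genes were highest in the listed tissue. Few of the listed genes also met the RNA rule of over 5 FPKM in that tissue alone. In E7.5 ExE these were *Phf19* and *Tbx20*, named because they were so few after the values were seen, and the most were 19 in E7.5 Mes.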

Unexpectedly, a subset of genes exhibited robust Ser2p enrichment despite having minimal detectable mRNA expression, as measured by Smart-seq2 (Fig. 2B and C). These transcriptionally decoupled genes ranged from 155 to 375 across different germ layers (Supplementary Fig. S2B). 

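RNA of these genes was low in the tissue in which they were listed. Of the 155 decoupled genes of E6.5 Epi in Table S4, 153 were matched to the RNA values and 139 (90.8%) were under 1 FPKM in E6.5 Epi, with a median of 0.540 FPKM. Their median in the other tissues, each with its own list, ranged from 0.410 FPKM in E6.5 VE to 0.738 FPKM in E7.5 End, and the share under 1 FPKM from 73.8% in E7.5 End to 93.6% in E6.5 ExE. The named genes were among them. The Wnt ligand gene *Wnt2b* was at 0.0501 FPKM in E6.5 Epi, the ETS factor gene *Elk4* at 0.693 FPKM and the basic leucine zipper gene *Mafk* at 0.794 FPKM. *Mafk* was higher in E6.5 VE (4.27 FPKM) and E6.5 ExE (5.55 FPKM), and *Wnt2b* in E7.5 Mes (1.47 FPKM). Some listed genes were above 1 FPKM in their own tissue, from 14 genes in E6.5 Epi to 49 in E7.5 Ect. The ribosomal RNA gene *Rn45s* was far above the rest in every tissue, and the next in E6.5 Epi were the dystroglycan gene *Dag1* at 5.63 FPKM and the integrin gene *Itga6* at 4.45 FPKM. The E6.5 Epi list shared 112 genes with the list of E7.5 Ect and 52 with that of E7.5 End. These lists were chosen by the authors with RNA under 1 FPKM in the same samples, so the low level is not independent evidence. The FPKM of the E6.5 Epi column sum to 462040.8, whereas TPM sum to 1000000 by definition, and on the TPM scale 42.5% of the E6.5 Epi genes were under 1.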

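A list of 75 housekeeping genes was fixed before the data were examined and is not the paper's list. Its median was 169 FPKM in E6.5 Epi. In the other 6 tissues the housekeeping median lay between 95.2 FPKM (E6.5 VE) and 182 FPKM (E6.5 ExE), and no housekeeping gene was under 1 FPKM in any of the 7 tissues. The upper quartile of the decoupled genes reached 1.02 FPKM in E7.5 End and stayed under 1 FPKM in the other tissues.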

A global analysis showed that their Ser2p signal intensities are comparable to those of housekeeping genes but have markedly lower expression levels (Fig. 2D). This pattern is reproducible in both a published mRNA-seq dataset and our own total RNA-seq from E6.5 epiblast (Supplementary Fig. S2C), ruling out artifacts due to polyadenylation bias [32].

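In total RNA of E6.5 Epi, which is not selected by a poly(A) tail, the decoupled genes of that tissue were below the housekeeping genes, by a narrower gap than in Smart-seq2. Of 153 matched genes, 100 (65.4%) were under 1 FPKM, with a median of 0.661 FPKM and quartiles of 0.282 and 1.43 FPKM. Housekeeping genes had a median of 15.6 FPKM in the same column, and 4 of 75 were under 1 FPKM (*B2m*, *Reep5*, *Gusb* and *4933434E20Rik*). *Elk4* was at 1.18 FPKM, *Wnt2b* at 0.827 FPKM and *Mafk* at 0.386 FPKM, and the housekeeping gene *Rpn1* at 3.83 FPKM. Total RNA was deposited as a separate table with 1 pooled column for 2 libraries, and its FPKM were made by the same tools. Its 10 most abundant genes held 74.6% of the summed FPKM, with *Rn45s* at 118596 FPKM, so levels are not set against the Smart-seq2 table here. For the same reason 1 FPKM is not the same cut in both. Within each column, the medians of decoupled and housekeeping genes were 0.661 and 15.6 FPKM in total RNA and 0.540 and 169 FPKM in Smart-seq2. Names that stood on several lines were left out. On the TPM scale the share of decoupled genes under 1 was 17.0%. The published mRNA data were not analysed here. From the low RNA in both kinds of library, the paper concludes that a bias of poly(A) selection does not account for the pattern.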

Transcriptionally decoupled genes remained silent or lowly expressed until E9.5, but were subsequently upregulated in E14.5 and adult tissues (Supplementary Fig. S2D). Gene ontology analysis further revealed enrichment for future lineage-specific processes (Supplementary Fig. S2E). For instance, genes identified in E6.5 epiblasts are enriched for mesoderm development, while those in the ectoderm are related to forebrain development, suggesting that transcriptionally decoupled genes represent key regulators of lineage specification. Consistently, 12–24% of these genes are bivalent genes, a defining feature of important developmental regulators (Supplementary Fig. S2F). Chromatin profiling showed that most transcriptionally decoupled genes exhibited chromatin features largely comparable to housekeeping genes. In contrast, the bivalent subset of these genes displayed substantially elevated H3K27me3, accompanied by reductions in Pol II, H3K4me3, and H3K27ac at their promoters (Fig. 2E and Supplementary Fig. S2G). Notably, this chromatin configuration diverges from the previously described “primed state,” which is characterized by promoter-associated Pol II but lacks productive elongation. These results suggest a distinct chromatin environment associated with bivalent genes during cell fate specification in gastrulation.

### Dynamic recruitment of pol II at bivalent promoters

To investigate the timing of Pol II engagement at developmental promoters during gastrulation, we analyzed its distribution across distinct germ layers. Using a published dataset, we identified bivalent genes in Epi, VE, Ect, Mes, and End according to the enrichment of H3K4me3 and H3K27me3 (Supplementary Fig. S3A and B, Materials and methods), and examined Pol II distribution across these germ layers. Approximately 45% of bivalent genes exhibited Pol II enrichment at their promoters in germ layers and mouse embryonic stem cells (mESCs) (Fig. 3A). For simplicity, we classified bivalent promoters as Pol II (+) or Pol II (-) based on the presence or absence of Pol II binding (Fig. 3B). Although Pol II occupancy at Pol II (+) bivalent promoters was clearly higher than at Pol II (−) bivalent promoters, it remained lower than that at fully activated promoters (Fig. 3C and D). Both Pol II (+) and Pol II (−) bivalent promoters exhibited similar chromatin features across developmental stages, with comparable H3K4me3 levels, slightly lower H3K27me3 at Pol II (+) promoters, and minimal H3K27ac, Ser2p, and RNA expression, consistent with a lack of productive transcription (Fig. 3C and D).

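RNA of Pol II (+) bivalent genes was low but above that of Pol II (−) genes in each tissue with both groups. In E6.5 Epi, 1139 Pol II (+) genes of Table S6 had a median of 0.559 FPKM and 60.4% were under 1 FPKM, whereas 1209 Pol II (−) genes had a median of 0.0281 FPKM and 93.5% were under 1 FPKM. In E6.5 VE the medians were 0.269 FPKM for Pol II (+) genes and 0 for Pol II (−) genes. The medians of Pol II (+) genes were 0.661 FPKM in E7.5 Ect, 1.15 FPKM in E7.5 Mes and 1.30 FPKM in E7.5 End, and those of Pol II (−) genes 0.0750 FPKM in E7.5 Ect and 0.0825 FPKM in E7.5 Mes. A minority of Pol II (+) genes had sizeable RNA, with 138 genes at 5 FPKM or more in E6.5 Epi, 185 in E7.5 Ect and 235 in E7.5 Mes. Among Pol II (−) genes, 13 in E6.5 Epi and 29 in E7.5 Mes reached that level. Pol II (−) genes were taken as bivalent genes of Table S5 that Table S6 does not list. The copy of Table S5 used here holds 1991 of 2632 lines, and the E7.5 End column of Table S6 held 318 genes, so these groups are incomplete for some tissues, and the genes of Table S5 were not placed among random lists. From minimal H3K27ac, Ser2p and RNA together, the paper proposes that Pol II at these promoters is not followed by productive transcription.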

**Figure 3.**
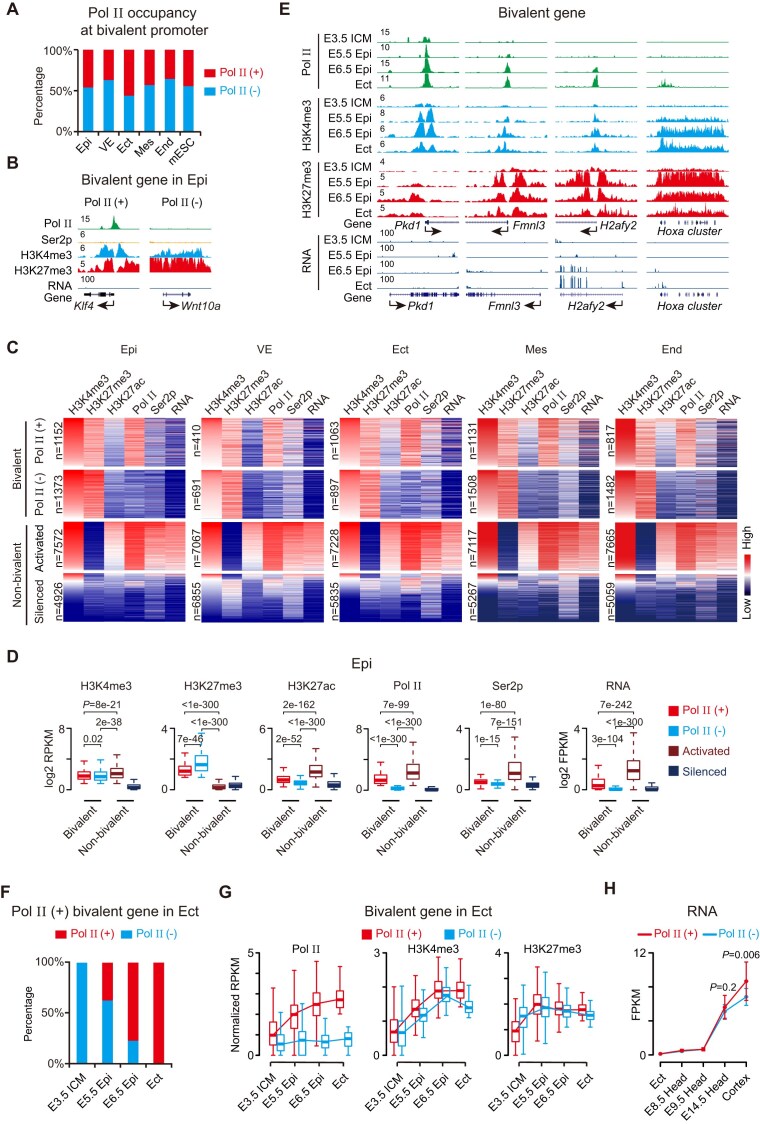
Stepwise recruitment of Pol II at bivalent promoters during lineage specification. (**A**). Bar plots showing the proportion of bivalent genes with or without Pol II occupancy across germ layers (GSE125318) and in mESCs (GSE31039). (**B**). Genome browser views of Pol II, Ser2p, H3K4me3, and H3K27me3 enrichment at representative Pol II (+) and Pol II (–) bivalent promoters. (**C**). Heatmaps showing H3K4me3, H3K27me3, H3K27ac, Pol II, Ser2p, and RNA levels in E6.5 and E7.5 embryos. Genes are grouped into four categories: Pol II (+), Pol II (–), activated, and silenced. (**D**). Boxplots showing H3K4me3, H3K27me3, H3K27ac, Pol II, Ser2p, and RNA levels in Epi for the same gene sets as in (**C**). (**E**). Representative genomic loci displaying progressive enrichment of H3K27me3, H3K4me3, and Pol II from ICM to Ect (GSE71434, GSE76687). (**F**). Bar plots quantifying Pol II (+) bivalent genes in E7.5 ectoderms and their Pol II binding status in earlier stages (ICM, E5.5 Epi, E6.5 Epi). (**G**). Box plots showing enrichment of Pol II, H3K4me3, and H3K27me3 at Pol II (+) and Pol II (–) bivalent promoters during development, corresponding to genes in panel F. (**H**). Line plots showing RNA expression dynamics of Pol II (+) versus Pol II (–) bivalent genes across developmental stages (E7.5 to 8-week adult cortex).

Pol II (+) promoters are dynamically remodeled across developmental transitions, with over 30% being newly established during germ layer specification (Supplementary Fig. S3C). For instance, from Epi to Ect, 394 Pol II (+) promoters are newly established, while 483 promoters that were previously Pol II (+) no longer retain (Supplementary Fig. S3D). The gained Pol II (+) promoters are associated with the next stage of lineage specification, while lost Pol II (+) promoters are involved in lineage-inappropriate functions (Supplementary Fig. S3E). Interestingly, Pol II (+) promoters are progressively established during the transition from the epiblast to germ layer specification. H3K27me3 is first deposited by E5.5, followed by a gradual increase in H3K4me3 at E6.5 and the subsequent recruitment of Pol II (Fig. 3E–G and Supplementary Fig. S3F). Notably, Pol II (+) genes tend to be more robustly activated than their Pol II (−) counterparts (Fig. 3H and Supplementary Fig. S3G), highlighting the functional relevance of Pol II recruitment during lineage commitment.

### KMT2B/H3K4me3 and EED/H3K27me3 regulate Pol II recruitment

To dissect the chromatin features associated with Pol II recruitment, we ranked bivalent genes by the promoter enrichment of H3K4me3 and H3K27me3, and examined Pol II enrichment across these ranked groups. Pol II occupancy was positively correlated with H3K4me3 levels and negatively correlated with H3K27me3 (Fig. 4A). Specifically, bivalent promoters with high H3K4me3 and relatively low H3K27me3 were preferentially bound by Pol II, as exemplified by genes such as *H2afy2* and *Hoxa* cluster in Ect, where Pol II engagement was markedly stronger compared to E6.5 epiblasts. (Fig. 3E).

**Figure 4.**
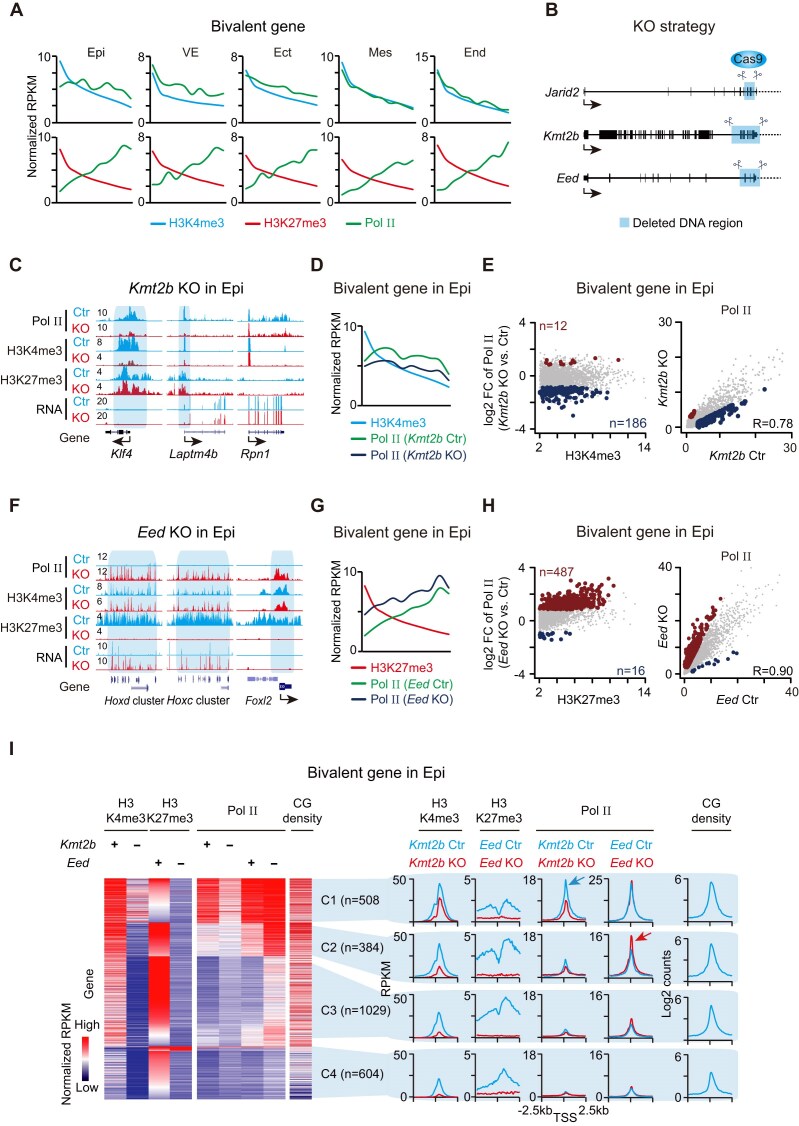
Pol II recruitment at bivalent promoters is regulated by H3K4me3 and H3K27me3. (**A**). Average plots ranking bivalent promoters in Epi, VE, Ect, Mes, and End by H3K4me3 (top) or H3K27me3 (bottom) signal, with corresponding Pol II occupancy patterns. (**B**). A schematic diagram illustrates the knockout strategy for *Jarid2, Kmt2b*, and *Eed* using CRISPR-Cas9. Target exons are highlighted by shadow boxes. (**C**). Genome browser tracks showing the enrichment of Pol II, H3K4me3, and H3K27me3 in control and *Kmt2b* knockout Epi. Highlighted regions denote decreased Pol II occupancy. Housekeeping gene *Rpn1* serves as a control. (**D**). Average plots ranking bivalent promoters in E6.5 epiblasts by H3K4me3 signal. Pol II signals from control and *Kmt2b* knockout embryos are correspondingly shown. (**E**). Left: Scatter plot showing correlation between promoter H3K4me3 and fold change of Pol II enrichment in epiblast (*Kmt2b* knockout vs. control). Right: Scatter plot comparing Pol II signals between control and *Kmt2b* knockout embryos in epiblast. (**F**). Genome browser tracks showing Pol II, H3K4me3, and H3K27me3 in *Eed* knockout and control epiblasts. Highlighted regions denote increased Pol II occupancy. (**G**). Average plots ranking bivalent promoters in E6.5 epiblasts by H3K27me3 signal. Pol II signals from control and *Eed* knockout embryos are correspondingly shown. (**H**). Left: Scatter plot showing correlation between promoter H3K27me3 and fold change of Pol II enrichment in epiblast (*Eed* knockout vs. control). Right: Scatter plot comparing Pol II signals between control and *Eed* knockout embryos in the epiblast. (**I**). Heatmaps and line plots showing H3K4me3, H3K27me3, Pol II, and CpG density across four clusters (C1–C4) of bivalent promoters defined by chromatin signature. Changes in Pol II occupancy in response to *Kmt2b* or *Eed* knockout are shown for each cluster. Arrows indicate up-regulation (lower–right) or down-regulation (upper–left).

To functionally test the role of histone modifiers in Pol II occupancy, we generated *Jarid2, Kmt2b*, and *Eed* knockout embryos by CRISPR-Cas9-mediated gene editing of zygotes [33] (Fig. 4B). 

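RNA of E6.5 Epi was sequenced from Smart-seq2 libraries of knockout and control embryos for each of the 3 genes, with 2 libraries per group. The *Eed* libraries were made from pools of 11 to 13 control and 12 to 16 knockout embryos, and the *Kmt2b* libraries from pools of 15 or 16 embryos in both groups. The paper's Table S7 gives 11993600 and 13397400 uniquely mapped reads for the *Eed* control libraries, 9807280 and 11523500 for *Eed* knockout, 10978326 and 12640344 for *Kmt2b* control and 8884127 and 13382687 for *Kmt2b* knockout. It lists no depth for the *Jarid2* RNA libraries. Embryos were the offspring of C57BL/6N females and PWK/PhJ males and were edited as zygotes by electroporation of Cas9 and guide RNAs. By PCR genotyping of each embryo, those with a deletion on both alleles served as knockouts and those with no deleted allele as controls. The authors made FPKM values with the tools used for the wild-type tissues, and the deposited knockout table has 1 pooled column per group, 23725 genes, and no value of a single library. With pooled columns the differences between knockout and control have no replicate check and no p-value was computed. Each knockout was set against its own control as a difference of log2(FPKM + 1) over the 11145 genes at 1 FPKM or more in at least 1 of the knockout or control columns, and a difference of at least 1 was called higher or lower in the pooled value. The median difference of all genes was 0 for *Eed*, 0.12 for *Kmt2b* and 0.14 for *Jarid2*. The 4 control columns, which include that of the *Sp1* experiment, differed from one another by 444 to 2206 genes under the same rule. For scale, the 4 knockouts differed from their own controls by 301 (*Jarid2*), 387 (*Eed*), 481 (*Kmt2b*) and 715 genes (*Sp1*).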

RNA-seq confirmed successful deletion of the targeted exons (Supplementary Fig. S4A). 

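Gene-level RNA of the targeted genes was lower in its own knockout for *Kmt2b* and *Eed* and not for *Jarid2*. *Kmt2b*, which encodes an H3K4 methyltransferase, was at 0.795 and 0.120 FPKM in control and knockout Epi. *Eed*, a core subunit of the Polycomb repressive complex PRC2, was at 49.5 and 38.8 FPKM, and *Jarid2*, a substoichiometric PRC2 subunit, at 19.5 and 21.3 FPKM. These are log2(FPKM + 1) differences of -0.68, -0.34 and 0.12, so none reached a difference of 1. In the other knockouts and controls of the table, *Kmt2b* lay between 1.59 and 3.71 FPKM, above both of its own columns.
The guide RNAs of Table S1 were placed on the mm9 assembly with GENCODE M1 gene models. Within the targeted gene and its near flanks, each of the 13 guides for these genes matched 1 site with an NGG motif. The rest of the genome was not searched. The *Eed* guides span chromosome 7 from 97102501 to 97105489 and enclose exons 10 to 12 of 12, which hold 31.0% of the transcript. The *Kmt2b* guides span chromosome 7 from 31353411 to 31357072, with exons 31 to 37 of 37 and 15.3% of the transcript. The *Jarid2* guides lie in introns 13 and 18 and span chromosome 13 from 45008250 to 45012300, with exons 14 to 18 of 19 and 17.2% of the transcript. The FPKM of a gene is computed over all of its exons, most of which lie outside these spans, so it need not be lower when the targeted exons are lost and does not check the labels of these columns. Exon-level coverage, which Supplementary Fig. S4A draws, was not analysed here.

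**Figure D2:**
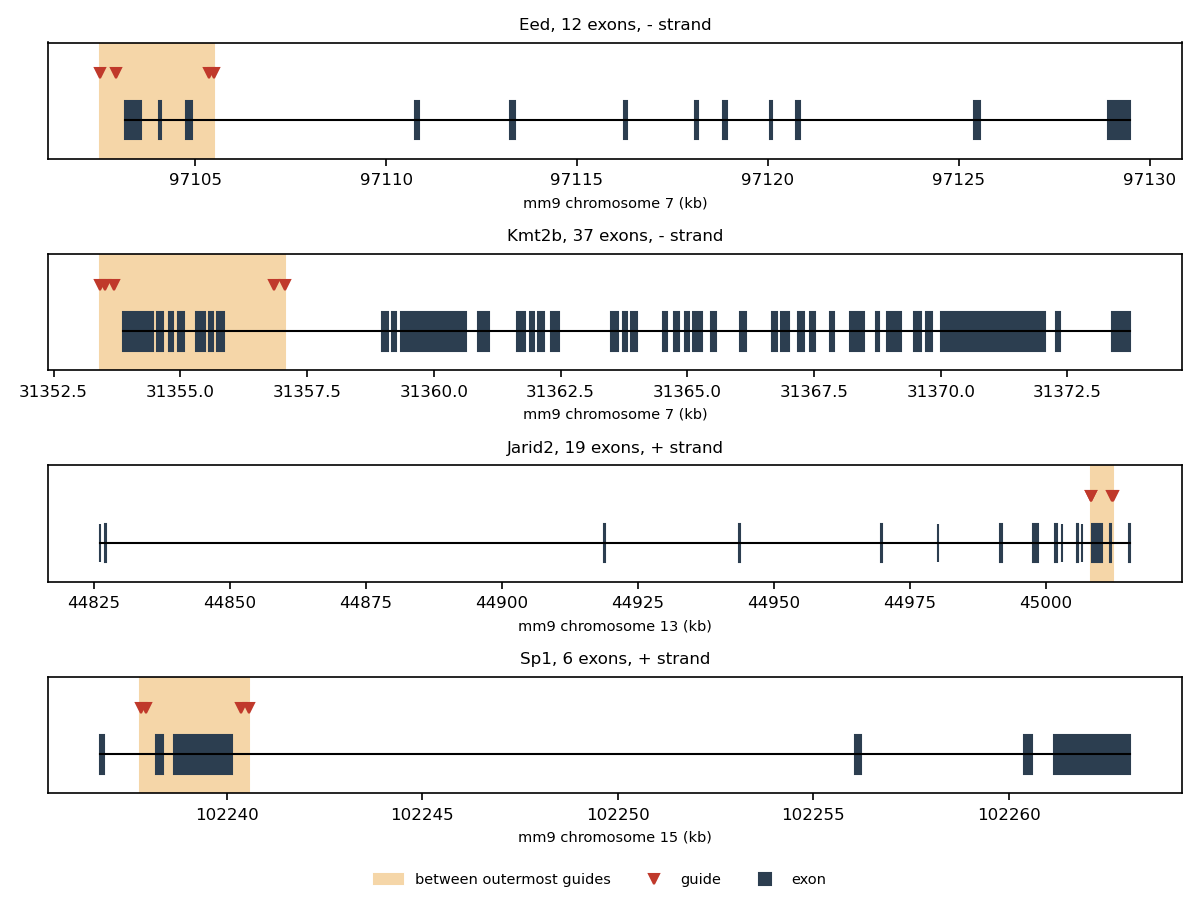
Exons (dark boxes) and guide RNA sites (red triangles) of the 4 targeted genes on mm9, with genomic position in kilobases on each horizontal axis. The shaded part lies between the outermost guides, and it covers exons 10 to 12 of *Eed*, 31 to 37 of *Kmt2b*, 14 to 18 of *Jarid2* and 2 to 3 of *Sp1*.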

As expected, *Kmt2b* knockout resulted in a global reduction of H3K4me3 at bivalent genes, while *Eed* deficiency abolished H3K27me3 deposition (Supplementary Fig. S4B). Conversely, H3K27me3 and H3K4me3 levels remained largely unchanged in *Kmt2b* and *Eed* knockout embryos, respectively. We found *Jarid2* is dispensable for Pol II recruitment at bivalent loci in both Epi and ExE, differing from its reported function in embryonic stem cells (Supplementary Fig. S4C–H). In contrast, *Kmt2b* deficiency led to a modest decrease in Pol II occupancy at a subset of bivalent genes in both Epi (Fig. 4C–E) and in ExE (Supplementary Fig. S4F and G), while RNA expression of these genes remained largely unchanged (Fig. 4C and Supplementary Fig. S5A). 

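In *Kmt2b* knockout Epi, few bivalent genes differed by at least 1 in RNA from their own control. Of 646 Pol II (+) bivalent genes of Epi that passed the filter, 11 were called higher and 15 lower, and of 851 bivalent genes held from Tables S5 and S6, 16 were higher and 20 lower, or 6 and 67 against the mean of the controls of the other 3 experiments. The median difference of the Pol II (+) genes was 0.10, close to the 0.12 of all genes and at percentile 0.290 among random lists matched on mean expression. Quantile normalization and centering, which take the median of all genes to 0, gave -0.039 and -0.014 at percentiles 0.050 and 0.450, so the place below matched lists did not rest on the scaling. It was 0.040 at percentile 2.80 without the filter, and -0.28 at percentile 0 against the other 3 controls. Of the called Pol II (+) genes, 3 of the higher and 10 of the lower kept their call against those controls. Hox genes had little RNA, with 36 of 39 listed at 0 in control and 36 in knockout. Of 35 other developmental transcription factor genes, only *Pitx2* was called higher, at 3.42 and 11.4 FPKM in control and knockout, and none was called lower. Germline genes were lower as a group, with a median of -0.35 over 21 genes and none called higher. *Dppa3* was at 7.37 and 1.28 FPKM, the RNA helicase gene *Ddx4* at 2.46 and 0.310 FPKM, *Mael* at 3.49 and 0.906 FPKM and *Hormad1* at 2.58 and 0.634 FPKM in control and knockout. Against the other 3 controls the germline median was -0.43, but none of these 4 genes kept a difference of at least 1. Over all genes, 324 were called higher and 157 lower. The highest included the stress-response gene *Chac1* (0.364 and 7.43 FPKM, control then knockout) and the imprinted *H19* (2.80 and 16.4 FPKM), and the lowest *Magohb* (119 and 2.85 FPKM), *Fmr1nb* (42.8 and 6.90 FPKM) and *Cd24a* (181 and 44.7 FPKM). *Laptm4b*, shown in Fig. 4C, was at 15.7 and 11.2 FPKM, *Rpn1* at 30.3 and 26.3 FPKM and *Setd1a* at 1.87 and 2.48 FPKM. *H19* was lower against the controls of the other 3 experiments (-1.14). Markers of extraembryonic ectoderm were slightly higher than in the own control. Of 28 genes restricted to that tissue 25 were higher in knockout, with a median of 0.254 FPKM in control and 1.37 FPKM in knockout. The marker list of that tissue was lower when set against the other 3 controls. Those include the *Sp1* control, in which the restricted genes had a median of 10.5 FPKM, against 0.960 FPKM in the *Eed* and 1.19 FPKM in the *Jarid2* control. The *Sp1* control enters every comparison of this knockout with the other 3 controls. The split of calls depends on the scaling and on the control, with 179 higher and 228 lower after quantile normalization, 826 and 163 on the TPM scale and 84 and 321 against the other 3 controls, where 15 of the 324 higher and 43 of the 157 lower genes kept their call.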

Importantly, *Eed* knockout led to a significant enrichment of Pol II at bivalent gene promoters in both Epi (Fig. 4F–H) and ExE (Supplementary Fig. S4F–H), resulting in subsequent gene activation at the *Hox* cluster and other developmental genes (Fig. 4F and Supplementary Fig. S5A), with Pol II occupancy and RNA levels remaining lower than those at fully activated genes. These findings support a model in which H3K4me3 promotes, and H3K27me3 antagonizes, Pol II recruitment during early embryogenesis.

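In *Eed* knockout Epi, Hox genes and other developmental transcription factor genes had more RNA than in control, most of them from a level near 0. Of 39 Hox genes, 26 had more RNA in knockout by any amount, of which 2 reached a difference of 1 (*Hoxd13* and *Hoxa10*), and only *Hoxb1* had less (0.106 FPKM in control and listed at 0 in knockout), the number listed at 0 was 30 in control and 13 in knockout, and their summed FPKM was 2.51 and 22.6. *Hoxd13*, at the end of the Hoxd cluster on chromosome 2 from 74506367 to 74509656 in mm9, was at 1.29 and 7.71 FPKM, *Hoxc8* at 0.392 and 1.74 FPKM, and *Hoxa1* at 0.0906 and 1.04 FPKM in control and knockout, and *Hoxa10* was listed at 0 in control and at 1.06 FPKM in knockout. These 4 were the only Hox genes at 1 FPKM or more in the knockout. Among 35 developmental transcription factor genes outside the Hox clusters that passed the filter, 13 were called higher, with a median difference of 0.77. Without the filter the median was 0.23 over 104 genes, with 11 at 1 FPKM or more in control and 30 in knockout. The 1 called lower was *Gata6*, at 4.70 and 0.810 FPKM, and it was not lower against the mean of the controls of the other 3 experiments (0.12). *Pitx2*, a factor of left-right patterning, was at 4.33 and 23.0 FPKM, the neural factors *Olig2* and *Olig1* at 0.232 and 4.16 FPKM and at 0.635 and 3.91 FPKM, and *Dmrt3* was at 0.0876 FPKM in control with a difference of 1.02. *Gata4* was at 1.00 and 1.82 FPKM. *Foxl2* was listed at 0 in control and at 0.0730 FPKM in knockout.
Of 646 Pol II (+) bivalent genes of Epi, 452 were above control and 33 passed a difference of 1, with 7 lower, and the median difference was 0.23. Of the higher ones, 15 were higher by at least 1 in wild-type E6.5 ExE than in Epi, from a separate table, and 14 kept the call against the other 3 controls. The median RNA of all 1139 Pol II (+) genes matched to the table was 0.682 FPKM in control and 0.966 FPKM in knockout, far below the housekeeping genes at 126 FPKM. Over all genes 283 were called higher and 104 lower, of which 115 and 26 kept their call against the other 3 controls. The X-linked homeobox genes *Rhox9* (0.343 and 9.71 FPKM, control then knockout) and *Rhox6* (listed at 0 and at 6.78 FPKM) were among the highest. The largest differences of all, for *Hmga1b* and *Atp6v0c-ps2*, are uncertain because near-identical copies can share their reads. Among the lowest were the visceral endoderm gene *Spink1* (93.9 and 0.975 FPKM) and the primitive streak genes *Mesp1* (20.1 and 0.917 FPKM) and *Mixl1* (57.6 and 5.57 FPKM). The median of 28 primitive streak and mesoderm genes was -0.51, but it was 0.073 against the controls of the other 3 experiments and 0.0036 without the expression filter. Among PRC2 subunit genes, *Suz12* was at 36.6 and 22.2 FPKM and *Ezh2* at 93.8 and 64.4 FPKM, and the median of 10 was -0.37 (0.057 against the other controls).
Against its own control, the Pol II (+) list lay at percentile 100 among random lists matched on mean expression, and so did the 28 Hox genes with any RNA, compared without the expression filter (median 0.60). Neither has a replicate check. Genes restricted to extraembryonic ectoderm were also higher in this knockout, 24 of 28, with a median of 0.960 FPKM in control and 3.05 FPKM in knockout. From Pol II and RNA in this knockout, the paper concludes that bivalent developmental genes become active when H3K27me3 is lost, at a level below that of fully activated genes.

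**Figure D3:**
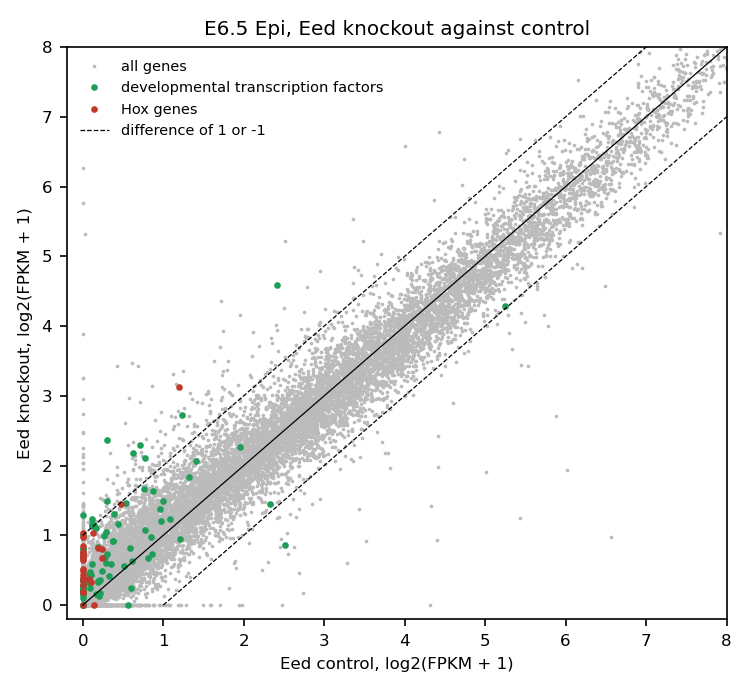
Pooled values of all genes in *Eed* control (horizontal axis) and *Eed* knockout Epi (vertical axis), both as log2(FPKM + 1), with Hox genes in red and other developmental transcription factor genes in green. The solid line marks equal values and the dashed lines a difference of 1 or -1, and the red and green points lie near the left edge, most of them above the solid line.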

To further delineate the chromatin logic underlying Pol II recruitment, we stratified bivalent promoters into four categories based on H3K4me3 and H3K27me3 enrichment: strong H3K4me3 and weak H3K27me3 (cluster 1, C1), strong H3K4me3 and strong H3K27me3 (C2), weak H3K4me3 and strong H3K27me3 (C3), and weak H3K4me3 and weak H3K27me3 (C4). In control embryos, we observed significant enrichment of Pol II at C1 promoters (Fig. 4I and Supplementary Fig. S5B). Genetic ablation of *Kmt2b* led to a marked reduction in Pol II occupancy at C1 promoters, while *Eed* deficiency conversely caused substantial Pol II accumulation at C2 and a weaker increase at C3 promoters (Fig. 4I and Supplementary Fig. S5C). Although CpG islands are associated with the deposition of both H3K4me3 and H3K27me3 [41], our analysis indicates that CG density alone does not account for differences in Pol II occupancy. Instead, Pol II recruitment appeared to be determined by the relative strengths of H3K4me3 and H3K27me3 at promoters (Fig. 4I and Supplementary Fig. S5B). *Kmt2b* knockout had minimal effects on RNA expression, consistent with the transcriptionally repressed nature of bivalent genes, whereas *Eed* deficiency resulted in increased transcription of genes in the C2 and C3 clusters, accompanied by elevated Pol II occupancy (Supplementary Fig. S5D). Together, these findings identify KMT2B and EED as opposing chromatin regulators that modulate Pol II recruitment at bivalent promoters through differential deposition of H3K4me3 and H3K27me3.

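Developmental and germline genes had a greater difference from control in the *Eed* knockout than in the *Kmt2b* knockout. For each gene, the difference between *Eed* knockout and control was compared with that between *Kmt2b* knockout and control. The difference was greater in *Eed* by at least 1 for 483 genes and smaller by at least 1 for 530. This split rests on the scaling and on the control, with 473 and 1299 on the TPM scale, 643 and 349 after centering on the median of all genes and 1342 and 431 against the controls of the other experiments. In that last alternative the *Jarid2* and *Sp1* controls cancel. It thus compares the knockouts across experiments and does not remove the difference between the *Eed* and *Kmt2b* controls. Developmental transcription factor genes had a median of 0.53 for *Eed* minus *Kmt2b* over 35 genes, of which 11 were greater in *Eed* and 1 smaller. Germline genes had a median of 0.99, since they were higher in the *Eed* knockout and lower in the *Kmt2b* knockout. In the *Eed* knockout *Dppa3* was at 2.28 and 19.6 FPKM and *Mael* at 2.25 and 11.9 FPKM in control and knockout. The Pol II (+) bivalent genes had a median of 0.13, with 45 greater in *Eed* and 17 smaller. On the TPM scale, which also moves the median of all genes, it was -0.0046. All genes had a median of -0.12. At the other end were glycolysis genes (-0.63), IGF and PI3K signaling genes (-0.55) and primitive streak and mesoderm genes (-0.45), though each of these 3 medians was above 0 against the controls of the other experiments. The median of Pol II (+) genes lay at percentile 100 among matched random lists on both scales, and no value here has a replicate check. The assignment of genes to clusters C1 to C4 was not used here. The paper proposes that the small effect of *Kmt2b* loss on RNA goes with the repressed state of bivalent genes.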

### SP1 facilitates Pol II deposition in three germ layers

To identify transcription factors that may mediate Pol II recruitment at bivalent promoters during early embryogenesis, we performed motif analysis using HOMER and found that Pol II (+) promoters are significantly enriched for distinct transcription factor motifs across germ layers (Fig. 5A) [42]. Notably, SP1 emerged as the most consistently enriched transcription factor in all tissues. We then examined the genomic distribution of SP1 in the three germ layers at E7.5 by STAR ChIP-seq (Fig. 5B). SP1 binding peaks were predominantly localized at promoter regions and exhibited strong enrichment for canonical SP1 motifs (Fig. 5B and Supplementary Fig. S6A and B), with approximately 10% of SP1 peaks located at bivalent gene promoters and nearly 80% at activated gene promoters (Supplementary Fig. S6C). We found that SP1 is more abundantly distributed on Pol II (+) promoters compared to that of Pol II (–) promoters (Fig. 5C). Consistently, bivalent genes bound by SP1 exhibited higher Pol II occupancy than those without SP1 binding, although still lower than that observed at activated promoters (Supplementary Fig. S6D). Most of bivalent promoters that were bound by SP1 were Pol II (+) promoters in Ect (76.3%, 300 out of 393), Mes (64.3%, 277 out of 431), and End (59.1%, 389 out of 658) (Fig. 5D). The limited overlap of SP1 target genes among germ layers suggests that SP1 regulates distinct transcriptional programs in a lineage-specific manner (Supplementary Fig. S6E).

**Figure 5.**
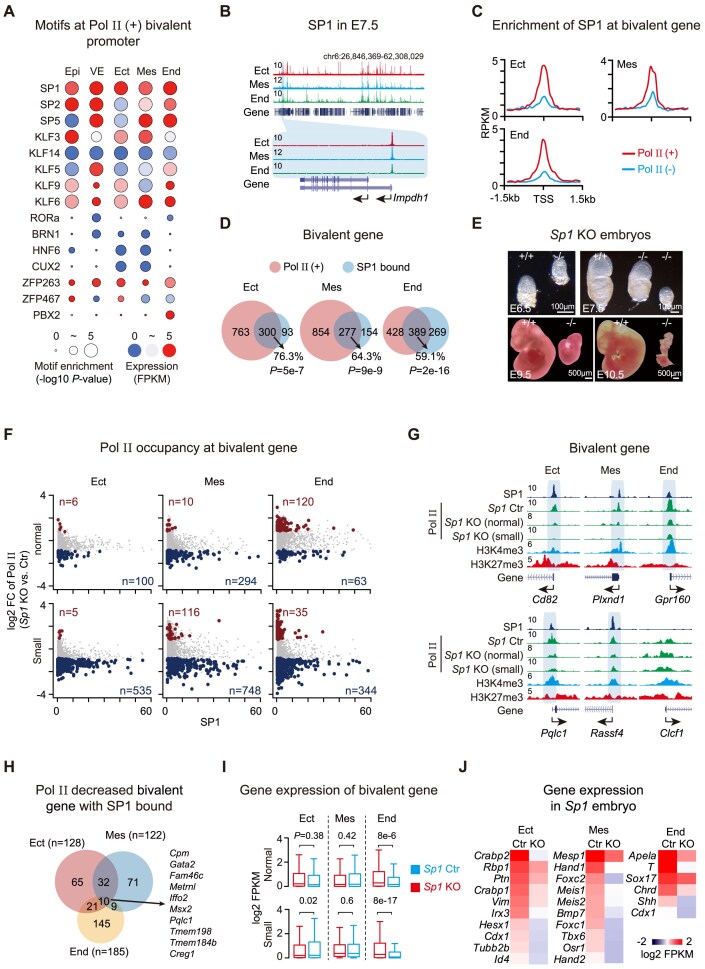
SP1 promotes Pol II recruitment at bivalent promoters in germ layers. (**A**). Transcription factor motif enrichment at Pol II (+) bivalent promoters in each germ layer. Circle size reflects motif enrichment; color indicates TF expression levels. (**B**). Genome browser tracks showing SP1 occupancy at representative loci across ectoderm, mesoderm, and endoderm. A zoomed view of *Impdh1* is shown. (**C**). Line plots show the enrichment of SP1 at Pol II (+) and Pol II (–) bivalent genes in three germ layers. (**D**). Venn diagrams showing overlap between SP1-bound and Pol II (+) bivalent genes across ectoderm, mesoderm, and endoderm. (**E**). Brightfield images of *Sp1* control and knockout embryos from E6.5 to E10.5, with knockout embryos at E7.5 displaying either normal (*n* = 6) or small size (*n* = 20). (**F**). Scatter plot showing the correlation between promoter SP1 binding and Pol II enrichment fold change at E7.5 bivalent promoters (*Sp1* knockout vs. control). (**G**). Genome browser tracks showing SP1, H3K4me3, H3K27me3, and Pol II signals at representative loci in control and *Sp1* knockout embryos. Pol II-depleted regions upon *Sp1* loss are highlighted. *Clcf1* is shown as a negative control lacking SP1 binding. (**H**). Venn diagram showing the overlap of SP1-bound bivalent genes exhibiting reduced Pol II occupancy across germ layers after *Sp1* deletion. (**I**). Box plots comparing RNA expression levels of bivalent genes between *Sp1* control and knockout embryos at E7.5. (**J**). Heatmaps showing differential gene expression in *Sp1* knockout small embryos relative to controls.

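RNA of the factors named in Fig. 5A differed widely between tissues. *Sp1* was present in all 7, between 3.37 FPKM in E6.5 ExE and 7.90 FPKM in E7.5 End, with 3.98 FPKM in E6.5 Epi, 5.25 FPKM in E7.5 Ect and 4.24 FPKM in E7.5 Mes. Its family member *Sp2* lay between 1.73 and 5.43 FPKM. *Sp5*, a target of Wnt signaling, was high in endoderm, at 11.2 FPKM in E6.5 VE and 15.1 FPKM in E7.5 End, and at 0.397 FPKM in E6.5 Epi. Among the Krüppel-like factors, *Klf3* was highest in E6.5 Epi (8.00 FPKM), *Klf5* in E6.5 ExE (45.4 FPKM), *Klf9* in E6.5 VE (17.4 FPKM) and *Klf6* in E7.5 End (14.2 FPKM). *Klf14* did not exceed 1.33 FPKM. *Zfp263* was at 3.66 to 7.14 FPKM and *Pbx2* at 2.36 to 16.1 FPKM. *Zfp467* was at 5.40 FPKM in E6.5 Epi and 0.0370 FPKM in E6.5 VE. The neural factor genes *Pou3f2* and *Cux2* and the hepatic factor gene *Onecut1* were at or near 0, with highest values of 0.0823, 0.128 and 0.0560 FPKM, and *Rora* reached 1.12 FPKM.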

We then constitutively deleted *Sp1* using the CRISPR-Cas9 knockout strategy as described above (Supplementary Fig. S6F and G). *Sp1* knockout embryos exhibited progressive developmental retardation with severe morphological defects and failed to survive beyond E10.5 (Fig. 5E and Supplementary Fig. S6H). The majority of *Sp1*-deficient embryos displayed decreased cell number and smaller size (small embryo, *n* = 20), while others developed normally (normal embryo, *n* = 6) at E7.5 (Fig. 5E). In *Sp1* knockout normal embryos, Pol II recruitment was modestly reduced in ectoderm and mesoderm. In contrast, small embryos displayed a marked reduction of Pol II occupancy at SP1-bound Pol II (+) promoters across all three germ layers (Fig. 5F and G). Specifically, 128, 122, and 185 genes showed reduced Pol II binding in ectoderm, mesoderm, and endoderm, respectively (Fig. 5H). Despite this, only 10 genes were shared across all layers, reinforcing the notion that SP1 regulates lineage-specific targets during germ layer specification (Fig. 5H).

RNA expression analysis showed that *Sp1* loss led to reduced transcription of a subset of genes. Among the downregulated genes in each germ layer, approximately 16–25% were bivalent genes (Supplementary Fig. S6I). Overall, transcriptional changes at bivalent genes were modest in ectoderm and mesoderm, but more pronounced in endoderm (Fig. 5I). Only a small proportion of downregulated genes (1.9–9.1%) were both SP1-bound and bivalent (Supplementary Fig. S6I). Notably, the downregulated genes in *Sp1* knockout germ layers included key developmental regulators, such as *Hesx1* and *Tubb2b* in ectoderm, *Mesp1* and *Hand1* in mesoderm, and *Sox17* in endoderm [43, 44] (Fig. 5J), indicating that SP1-mediated Pol II recruitment is critical for the activation of lineage-defining developmental genes.

Together, these results identify SP1 as a key transcription factor that facilitates Pol II recruitment to bivalent promoters in a tissue-specific manner. Loss of SP1 disrupts this process, impairs germ layer gene expression, and leads to developmental defects.

### SP1 facilitates Pol II occupancy in conjunction with reduced H3K27me3

To elucidate the chromatin basis of SP1-mediated Pol II recruitment, we examined SP1 binding, Pol II occupancy, and histone modifications at bivalent gene promoters in the E6.5 epiblast. 

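For this part of the study, RNA of E6.5 Epi was sequenced from *Sp1* knockout and control embryos with 2 Smart-seq2 libraries per group. The control libraries came from pools of 8 embryos and the knockout libraries from pools of 8 or 9 embryos. The paper's Table S7 gives 9902214 and 11243131 uniquely mapped reads for control and 7931422 and 9709449 for knockout. The pooled FPKM columns stand in the same deposited table as those of the *Eed*, *Kmt2b* and *Jarid2* knockouts and were compared in the same way, with no replicate check. Of 11145 genes compared, 246 were called higher and 469 lower in the knockout, and the median difference of all genes was -0.0029. This split turned against the mean of the controls of the other 3 experiments, with 648 higher and 118 lower. That comparison was not centered on the median of all genes. In it a list of mitotic cell cycle genes had a median of 0.21 at percentile 62.8 among matched random lists. A shift of many genes may therefore add to the higher calls. *Sp1* itself was at 16.6 and 14.4 FPKM in control and knockout, a log2(FPKM + 1) difference of -0.19. This gene-level value covers all exons, and the deletion removes 2 of 6 exons, so it does not check the labels of the columns. Markers of neighboring tissues differed between the 2 columns. Of 53 genes restricted to visceral endoderm among the wild-type E6.5 tissues (20 FPKM or more in VE and at least 20-fold above Epi and ExE), all were higher in the knockout, with a median of 0.198 FPKM in control and 3.69 FPKM in knockout. Of 28 genes restricted in the same way to extraembryonic ectoderm, 26 were called lower in the knockout, with a median of 10.5 FPKM in control and 0.757 FPKM in knockout, while the control columns of the other 3 experiments had medians of 0.960, 0.254 and 1.19 FPKM for *Eed*, *Kmt2b* and *Jarid2*.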

SP1 is preferentially enriched at Pol II (+) bivalent promoters, which also display relatively lower H3K27me3 levels and elevated H3K4me3 compared to Pol II (–) promoters (Fig. 6A). Upon *Sp1* knockout, Pol II levels were markedly reduced at Pol II (+) bivalent genes, while no obvious change was observed at Pol II (–) genes (Fig. 6A and B), whereas Ser2p levels at Pol II (+) bivalent promoters remained largely unchanged (Supplementary Fig. S7A and B). This reduction in Pol II was accompanied by a significant increase in H3K27me3 and a modest decrease in H3K4me3 at Pol II (+) promoters, suggesting a shift toward a repressive chromatin state (Fig. 6A–C).

**Figure 6.**
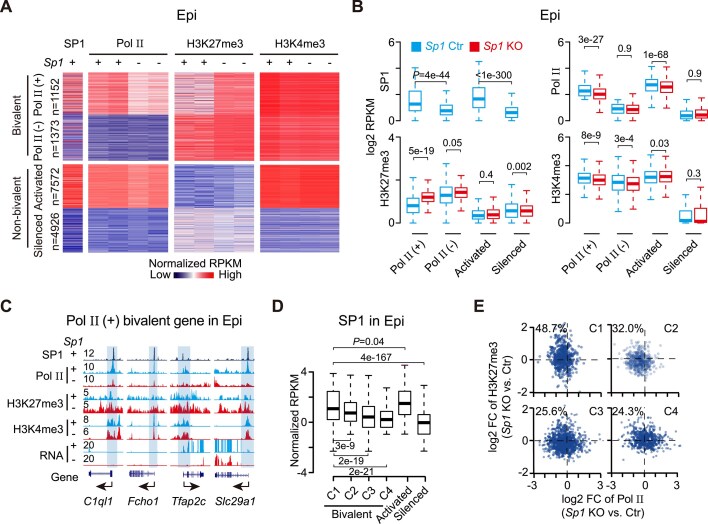
SP1 facilitates Pol II occupancy by antagonizing H3K27me3. (**A**). Heatmaps showing SP1, Pol II, H3K4me3, and H3K27me3 signals at Pol II (+), Pol II (–), activated and silenced promoters in control and *Sp1* knockout E6.5 epiblasts. (**B**). Box plots quantifying signal intensities of SP1, Pol II, H3K4me3, and H3K27me3 at Pol II (+), Pol II (–), activated and silenced promoters in *Sp1* knockout versus control epiblast. (**C**). Genome browser tracks displaying chromatin and gene expression changes at representative loci upon *Sp1* deletion. Increased H3K27me3 is highlighted. (**D**). Box plots showing SP1 binding across bivalent (C1–C4), activated, and silenced promoter clusters defined by chromatin states. (**E**). Dual-axis scatter plots showing fold changes of Pol II and H3K27me3 upon *Sp1* knockout in each cluster. The percentage of genes with reduced Pol II and increased H3K27me3 (upper-left quadrant) is indicated.

SP1 binding was most enriched in C1, characterized by high H3K4me3 and low H3K27me3, and gradually declined across clusters with more repressive chromatin features (Fig. 6D). Cluster-specific changes in chromatin state were observed between the control and *Sp1*-deficient epiblast. 48.7% of C1 genes exhibited concomitant reductions in Pol II and increases in H3K27me3, consistent with a shift toward a repressive state (Fig. 6E). In contrast, clusters C3 and C4, which bear high/low H3K27me3 and low H3K4me3, showed limited sensitivity to *Sp1* depletion.

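Among bivalent genes with a difference of at least 1 between *Sp1* knockout and control Epi, lower genes outnumbered higher ones against the own control. Of 851 bivalent genes of Epi held from Tables S5 and S6 that passed the filter, 89 were called lower and 31 higher in the knockout, with a median difference of -0.034. Against the mean of the controls of the other 3 experiments, a comparison that was not centered, the split turned, with 5 lower and 56 higher. Among the genes labeled in Supplementary Fig. S7C, the cell-surface proteoglycan gene *Sdc4* was at 12.5 and 0.994 FPKM in control and knockout, the actin regulator *Arpc1b* at 22.8 and 1.52 FPKM, the ubiquitin ligase gene *Rnf128* at 25.8 and 2.75 FPKM and the kinase gene *Plk2* at 3.99 and 0.793 FPKM. Against the controls of the other 3 experiments *Plk2* differed by 0.087. In the *Jarid2* control, the nearest to that of *Sp1*, *Sdc4* was at 4.85, *Arpc1b* at 5.78, *Rnf128* at 5.24 and *Plk2* at 0.753 FPKM. All but *Plk2* were thus above the knockout there. Among the labeled genes higher in the knockout, the endoderm factor *Gata4* was at 0.242 and 2.05 FPKM, *Adora2b* at 0.708 and 3.28 FPKM and *Slc16a10* at 0.837 and 4.07 FPKM. *Gata4* is one of the genes restricted to VE. Over all genes, among the highest were *Spink1* (2.35 and 512 FPKM), *Apoc2*, *Afp* and *Ttr* (each listed at 0 in control and at 80.4, 66.9 and 63.3 FPKM in knockout) and *Apoa1*, which are abundant in wild-type VE. *Gm10052*, which is not among the genes restricted to VE, was also higher, by 5.74 against the mean of the other 3 controls. The lowest were *Gjb3* (31.6 and 1.09 FPKM), *Duoxa2*, *Elf5* (24.2 and 0.779 FPKM) and *Dppa4* (24.1 and 0.854 FPKM), with *Gjb3* slightly higher (0.22) against the mean of the other 3 controls.
The lower bivalent genes were mostly genes with more RNA in extraembryonic ectoderm. Of the 89 lower genes, 70 were higher by at least 1 in wild-type E6.5 ExE than in wild-type E6.5 Epi, and of the 31 higher genes, 18 were higher by at least 1 in wild-type E6.5 VE than in Epi. Wild-type and knockout values come from separate tables. Set against the mean of the controls of the other 3 experiments in place of the *Sp1* control, 2 of the lower genes and 18 of the higher genes kept their call, the lower ones being *Fxyd5* and *Slc29a1*. This alternative was chosen after the data were examined, and part of the loss is built in because the calls were made on the *Sp1* control. The SP1-bound subset rests on ChIP-seq peaks and was not analysed here. The copy of Table S5 is incomplete, so these are counts and not a set test.

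**Figure D4:**
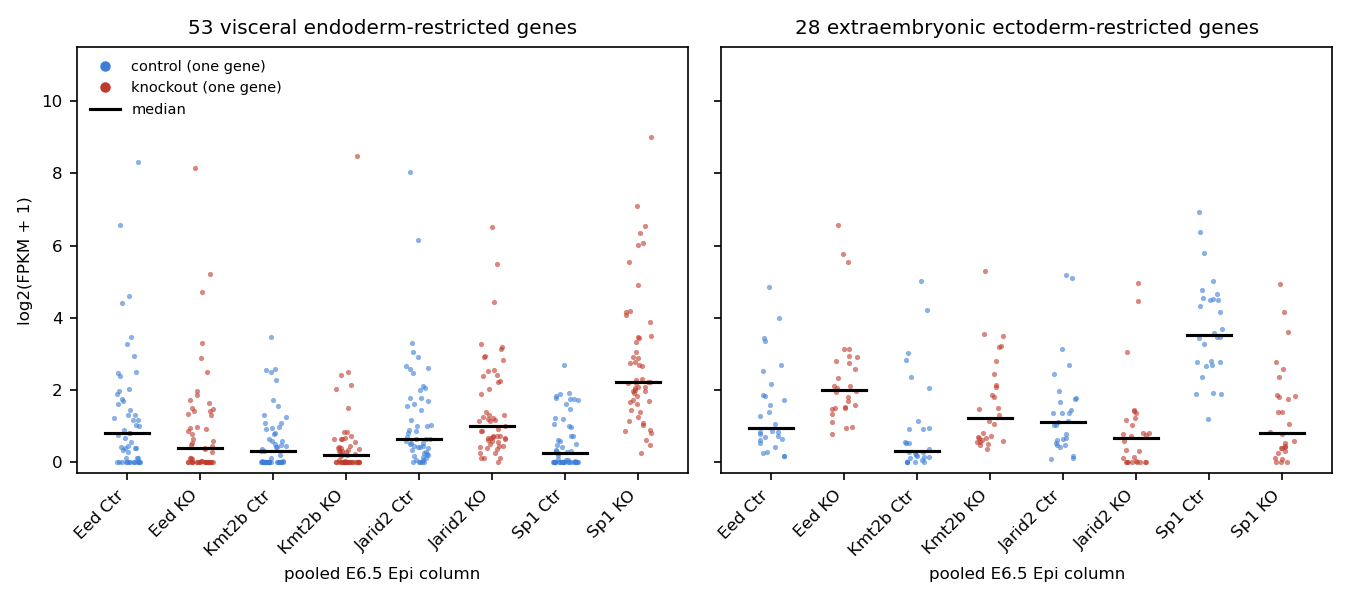
Genes restricted to visceral endoderm (left) or extraembryonic ectoderm (right) in wild-type E6.5 tissues, as log2(FPKM + 1) in the 8 pooled knockout and control columns of E6.5 Epi. Each point is a gene and each black line the median, and the median is highest in the *Sp1* knockout column on the left (3.69 FPKM) and in the *Sp1* control column on the right (10.5 FPKM).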

Although RNA levels at bivalent genes were generally unchanged in *Sp1* knockout epiblast at E6.5, a subset of SP1-bound bivalent genes was preferentially downregulated upon *Sp1* knockout (Supplementary Fig. S7C, left). 

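Among Pol II (+) bivalent genes of Epi, 52 of 646 were called lower and 14 higher in the *Sp1* knockout. The group as a whole was near 0, with a median difference of -0.022, which lay at percentile 69.5 among random lists matched on mean expression. The median RNA of all 1139 genes matched to the table was 0.683 FPKM in control and 0.637 FPKM in knockout. Of the lower genes, 37 (71.2%) were higher by at least 1 in wild-type ExE than in wild-type Epi, compared with 19.2% of all Pol II (+) genes compared, and against the mean of the other 3 controls 0 of the lower and 9 of the higher genes kept their call. Against those controls the median of the whole group was 0.16, at percentile 92.4 and so inside the central 95% of matched lists. Those controls were unlike one another, and calls against each of them alone were not counted. Developmental transcription factor genes went both ways, with 4 of 35 higher and 6 lower. Those with the largest differences, beside *Tfap2c*, were lower in the knockout, namely *Cdx2* (2.36 FPKM in control and listed at 0 in knockout), *Gata3* (2.86 and 0.219 FPKM) and *Hand1* (2.77 and 0.514 FPKM). Primitive streak and mesoderm genes had a median of 0.32, at percentile 99.9, and 0.36 against the other 3 controls, also above the matched lists. Of 28 genes 6 were higher and 4 lower, and *Bmp4* was at 22.6 and 1.61 FPKM in control and knockout, *Lefty2* at 7.52 and 27.4 FPKM and *Lhx1* at 2.38 and 9.96 FPKM. *Hand1* and *Bmp4* are among the genes restricted to ExE, and *Lhx1* is one of those restricted to VE. Genes of the SP and KLF family, *Sp1* included, had a median difference of -0.27, inside the central 95% of matched lists (percentile 3.01), and of -0.027 against the other 3 controls, and *Klf5* was at 8.42 and 1.15 FPKM. Against the other 3 controls *Hand1* and *Klf5* were higher in the knockout, by 0.28 and 0.80, and the differences were 0 for *Cdx2*, -0.15 for *Gata3*, 0.089 for *Bmp4*, 1.35 for *Lefty2* and 0.43 for *Lhx1*. Pol II and SP1 binding at these promoters were not analysed here.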

A similar trend was observed for Pol II (+) bivalent genes, in which SP1-bound targets exhibited decreases in Pol II and transcription (Supplementary Fig. S7D). At representative loci such as *Tfap2c* and *Slc29a1*, loss of *Sp1* resulted in coordinated reductions of Pol II occupancy and mRNA level (Fig. 6C). 

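RNA of both genes was lower in the *Sp1* knockout. *Tfap2c*, which encodes the trophoblast factor AP-2γ and lies on chromosome 2 from 172375093 to 172384122 in mm9, was at 8.62 and 0.354 FPKM in control and knockout, a log2(FPKM + 1) difference of -2.83. *Slc29a1*, which encodes a nucleoside transporter and lies on chromosome 17 from 45722149 to 45736555, was at 14.9 and 3.19 FPKM, a difference of -1.93. In the control columns of the other 3 experiments *Tfap2c* was at 1.65 (*Eed*), 0.216 (*Kmt2b*) and 0.601 FPKM (*Jarid2*), and *Slc29a1* at 7.46, 5.12 and 11.2 FPKM. Among wild-type E6.5 tissues, which stand in a separate table, *Tfap2c* was at 0.169 FPKM in Epi, 0.0832 FPKM in VE and 53.2 FPKM in ExE, and *Slc29a1* at 17.1, 24.6 and 33.0 FPKM. *Tfap2c* is one of the 28 genes restricted to ExE. Against the mean of the other 3 controls the differences were -0.35 for *Tfap2c* and -1.04 for *Slc29a1*, so that only *Slc29a1* kept a difference of at least 1. From its chromatin profiles, which were not analysed here, together with Pol II occupancy and RNA, the paper proposes that SP1 goes with more Pol II and less H3K27me3 at bivalent promoters and so contributes to the regulation of developmental genes.

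**Figure D5:**
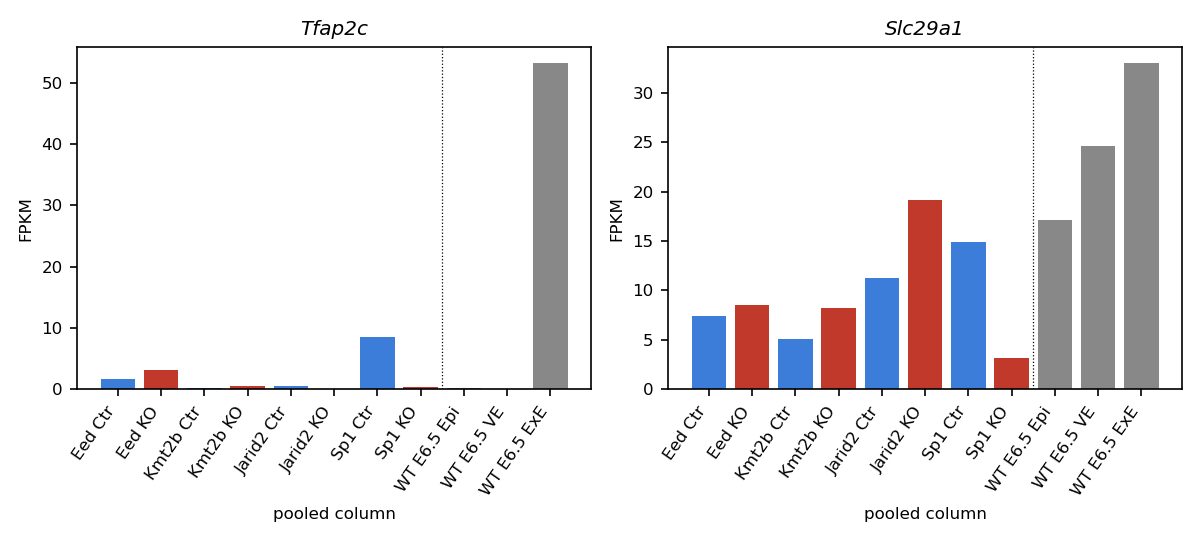
Pooled FPKM (vertical axis, linear) of *Tfap2c* and *Slc29a1* in the 8 control (blue) and knockout (red) columns of E6.5 Epi and in 3 wild-type E6.5 tissues (grey), which come from a separate table. The *Sp1* control is the highest of the 4 control columns for both genes, and wild-type ExE is the highest column for both.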

Gene ontology analysis of downregulated bivalent targets highlighted essential developmental pathways, including IGF1R and PI3K signaling as well as developmental growth (Supplementary Fig. S7C). Together, these results suggested that SP1 is associated with enhanced Pol II occupancy at bivalent promoters in conjunction with reduced H3K27me3, thereby contributing to the transcriptional regulation of developmental genes.

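Few IGF and PI3K signaling genes differed by at least 1 in RNA between *Sp1* knockout and control. Of 29 such genes in a list fixed before the data were examined, 20 were below control, 3 were called lower and 1 higher, and the median difference was -0.16, inside the central 95% of matched random lists (percentile 8.96). The growth factor gene *Igf2* was at 7.68 and 0.510 FPKM in control and knockout, its clearance receptor gene *Igf2r* at 4.66 and 1.73 FPKM and the IGF-binding protein gene *Igfbp3* at 6.96 and 2.61 FPKM, while the kinase gene *Sgk1* was at 24.3 and 58.2 FPKM. Against the mean of the other 3 controls none of these 4 genes kept its call, with differences of -0.25, -0.11, -0.68 and 0.23, and the median of the list was -0.039, below the central 95% of matched lists. *Igf1r* itself was at 4.05 and 2.24 FPKM, a difference of -0.64. Immediate early and stress genes, another list, had a median of -0.43, with 9 of 24 called lower, but 0.058 against those controls. The housekeeping genes had a median of 0.097, with *Actb* among the lower genes (3259 and 700.5 FPKM), though its difference from the mean of the other 3 controls was -0.031. Those controls were unlike one another, with *Actb* at 625.7 (*Eed*), 299.2 (*Kmt2b*) and 1957 FPKM (*Jarid2*), and the last was also above the knockout.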

## Discussion

In this study, we delineate the chromatin-based regulatory mechanisms that orchestrate RNA polymerase II recruitment at developmental genes during early mouse embryogenesis. Our findings underscore the pivotal role of the dynamic interplay between histone modifications and transcription factors in establishing transcriptional competence at bivalent promoters. In particular, we demonstrate that the balance between activating inputs, such as H3K4me3 and the transcription factor SP1, and the repressive influence of H3K27me3 critically determines Pol II occupancy during lineage specification. This finely tuned antagonism highlights a fundamental epigenetic logic wherein transcriptional readiness is actively maintained while preventing untimely gene activation during sensitive windows of development.

Bivalent chromatin maintains developmental genes in a transcriptionally poised state, characterized by promoter-bound Pol II that lacks Ser2p and therefore does not support productive elongation or mRNA output [22, 45]. Our identification of transcriptionally decoupled genes uncovers a distinct subset of bivalent genes that exhibit ser2p signals across gene bodies without producing mature transcripts, extending transcriptional regulation beyond the canonical poised state in early embryonic development. These genes are enriched for key developmental regulators, suggesting functional relevance during lineage specification. Several mechanisms may underlie this uncoupling, including inefficient RNA processing, delayed transcript release, enhanced nuclear RNA degradation by the RNA exosome, or the production of short RNA species [46–51]. However, the precise molecular mechanisms and functional consequences of this atypical transcriptional state remain to be determined.

Temporal chromatin analyses further elucidate the sequential nature of bivalency establishment. H3K27me3 is deposited early at the E5.5 epiblast to ensure transcriptional repression of developmental regulators. Subsequently, H3K4me3 accumulation and transcription factor binding promote the formation of a bivalent chromatin state that is permissive for Pol II recruitment. PRC2-mediated repression contributes to safeguarding developmental gene expression by preventing inappropriate activation [52]. Notably, the removal of H3K27me3, as observed in *Eed*-deficient embryos, enhances Pol II occupancy but only at a subset of bivalent promoters. This observation suggests that de-repression alone is insufficient for Pol II engagement; additional activating cues are required to initiate transcriptional activation.

Our genetic perturbation studies reveal that knockout of *Kmt2b* does not completely abolish Pol II recruitment at bivalent promoters. This partial effect likely reflects functional compensation by SET1A, another H3K4 methyltransferase, which may sustain residual H3K4me3 levels and partially preserve Pol II recruitment [53, 54]. Importantly, SP1 emerges as a critical modulator of this process, facilitating Pol II loading by counteracting H3K27me3 deposition. The lineage-specific distribution of SP1-bound targets across the three germ layers suggests that SP1 operates in concert with tissue-specific cofactors or chromatin environments to direct germ-layer-specific gene expression programs in addition to its intrinsic DNA-binding specificity [55, 56]. Consistent with this cooperative model, Pol II occupancy decreases at only a subset of SP1-bound promoters upon *Sp1* loss, suggesting compensatory support from other transcriptional and chromatin regulators. The limited impact of *Kmt2b* and *Sp1* deficiency on the overall expression of bivalent genes is consistent with the inherently restrained transcriptional state of bivalent chromatin, in which promoter-bound Pol II does not engage in productive elongation. Nevertheless, the selective downregulation of key developmental regulators highlights a critical role for SP1 in conferring transcriptional competence at these loci, thereby contributing to the precise regulation of gene expression during embryonic cell fate specification.

While our study provides key insights into the regulatory axis linking chromatin state and Pol II dynamics during early embryogenesis, several limitations remain. First, SP1 binding is associated with reduced H3K27me3 and enhanced Pol II occupancy at bivalent promoters, the precise mechanistic link remains to be established. Second, our analyses are confined to discrete developmental time points, which may not fully capture the continuous and dynamic nature of transcriptional regulation throughout embryogenesis. Moreover, although embryos were separated into individual germ layers to substantially reduce cellular complexity, residual heterogeneity cannot be completely excluded. Future studies leveraging live imaging and single-cell multi-omics will be essential to resolve the temporal coordination of chromatin remodeling, Pol II recruitment, and transcriptional output at single gene resolution.

In sum, our findings reveal a chromatin-based framework in which the recruitment of Pol II to bivalent promoters is governed by the opposing actions of H3K4me3 and H3K27me3, modulated by lineage-specific transcription factors such as SP1. This model not only refines our understanding of transcriptional regulation during mammalian gastrulation but also provides a conceptual foundation for dissecting gene regulation in broader developmental and pathological contexts.

## Supplementary Material

gkag305_Supplemental_Files

## Data Availability

The ChIP-seq and RNA-seq datasets generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) with accession numbers GSE269652 and GSE269651, respectively. The sequencing information is provided in Supplementary Table 7.

# Supplementary material for: SP1 antagonizes H3K27me3 to shape chromatin landscapes for RNA polymerase II recruitment during gastrulation
**Source:** Nucleic Acids Res. 2026 Apr 13;54(7):gkag305. doi: 10.1093/nar/gkag305
**Supplement:** gkag305_Supplemental_Files

Supporting information for

SP1 antagonizes H3K27me3 to shape chromatin landscapes for RNA polymerase II recruitment during gastrulation

Xipeng Shen^{1,2,†}, Yuting Wen^{1,2,†}, Xiaohan Tang^{3,†}, Yujiao Liu^{2,†}, Wensi Li², Wenhao Chen², Shuheng Yang², Lidan Wang², Haibo Yang⁴, Kunyan Liu^{2,*}, Lei Li^{5,6,*}, Yunlong Xiang^{1,2,3,*}

[†]These authors contributed equally

Figure S1

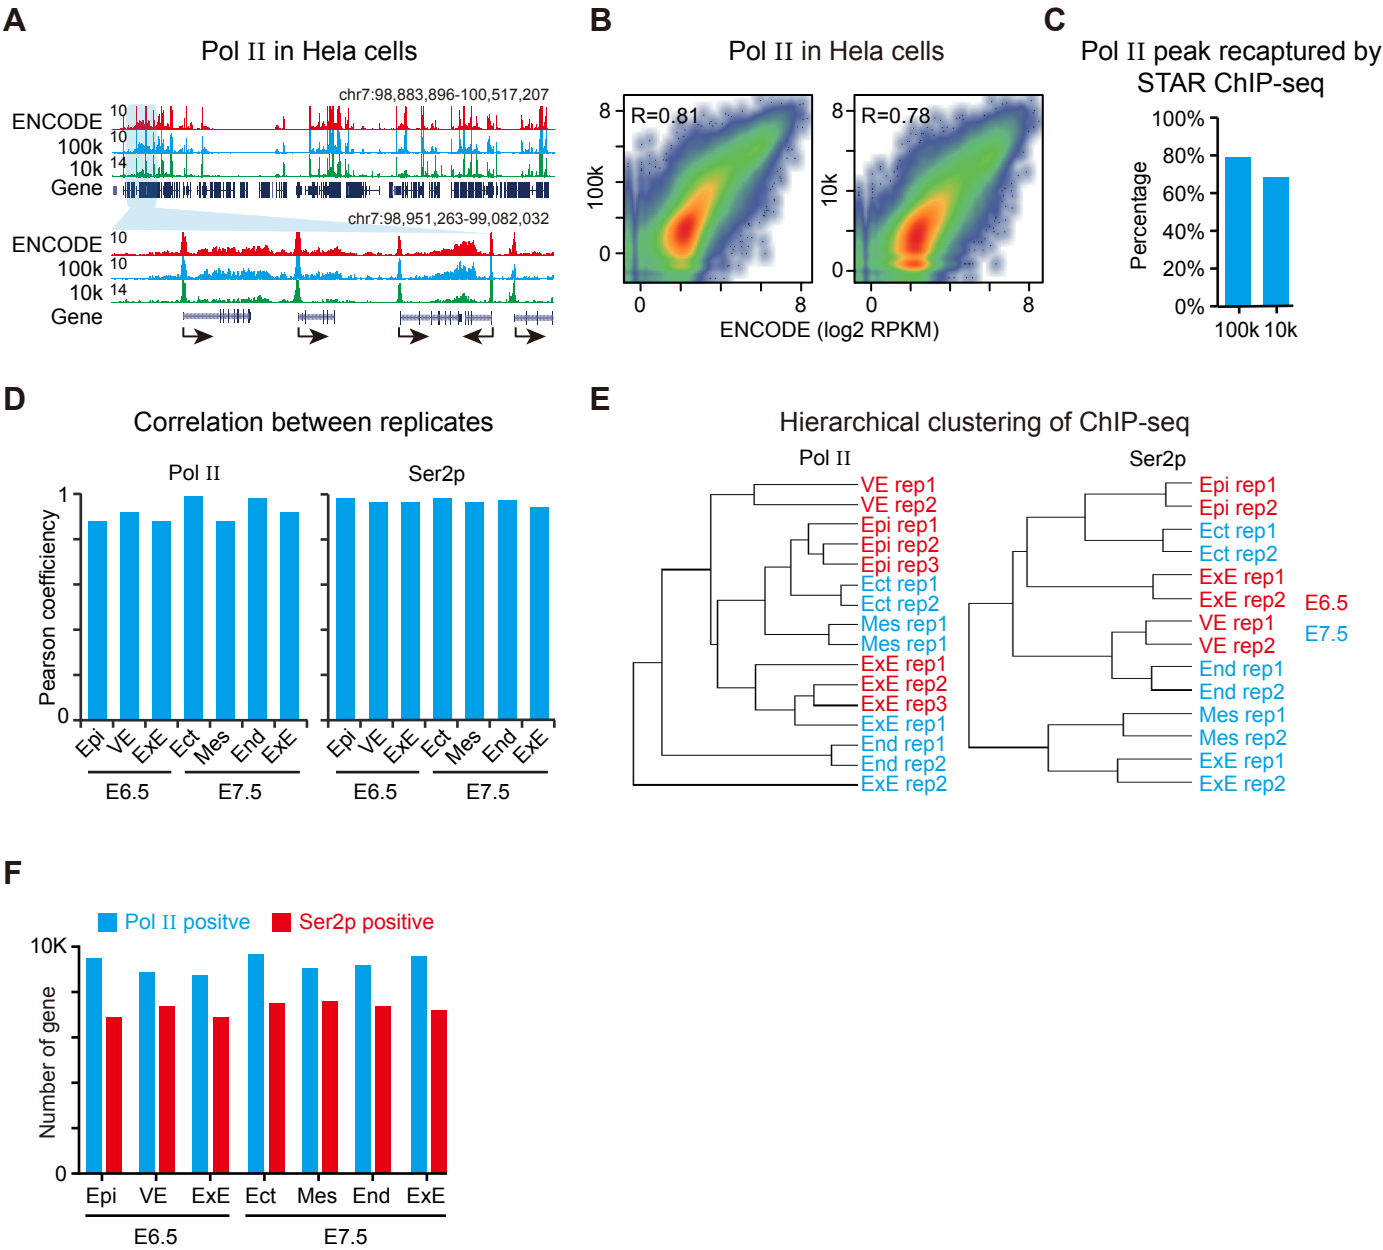

Figure S1. Profiling of Pol II and Ser2p in mouse early lineages by STAR ChIP-seq. (A). Genome browser snapshots showing Pol II distribution in 100k and 10k HeLa cells using STAR ChIP-seq, with ENCODE (GSE31477) data shown as reference. **(B).** Scatter plots showing correlations between Pol II signals obtained by STAR ChIP-seq and ENCODE data. **(C).** Percentage of ENCODE Pol II peaks recaptured by STAR ChIP-seq in 100k and 10k HeLa cells. **(D).** Pearson correlation coefficients between biological replicates for Pol II (left) and Ser2p (right) ChIP-seq in E6.5 and E7.5 embryos. **(E).** Hierarchical clustering of Pol II and Ser2p ChIP-seq replicates across germ layers at E6.5 and E7.5. **(F).** Number of genes with detectable Pol II or Ser2p signal across germ layers at E6.5 and E7.5.

Figure S2

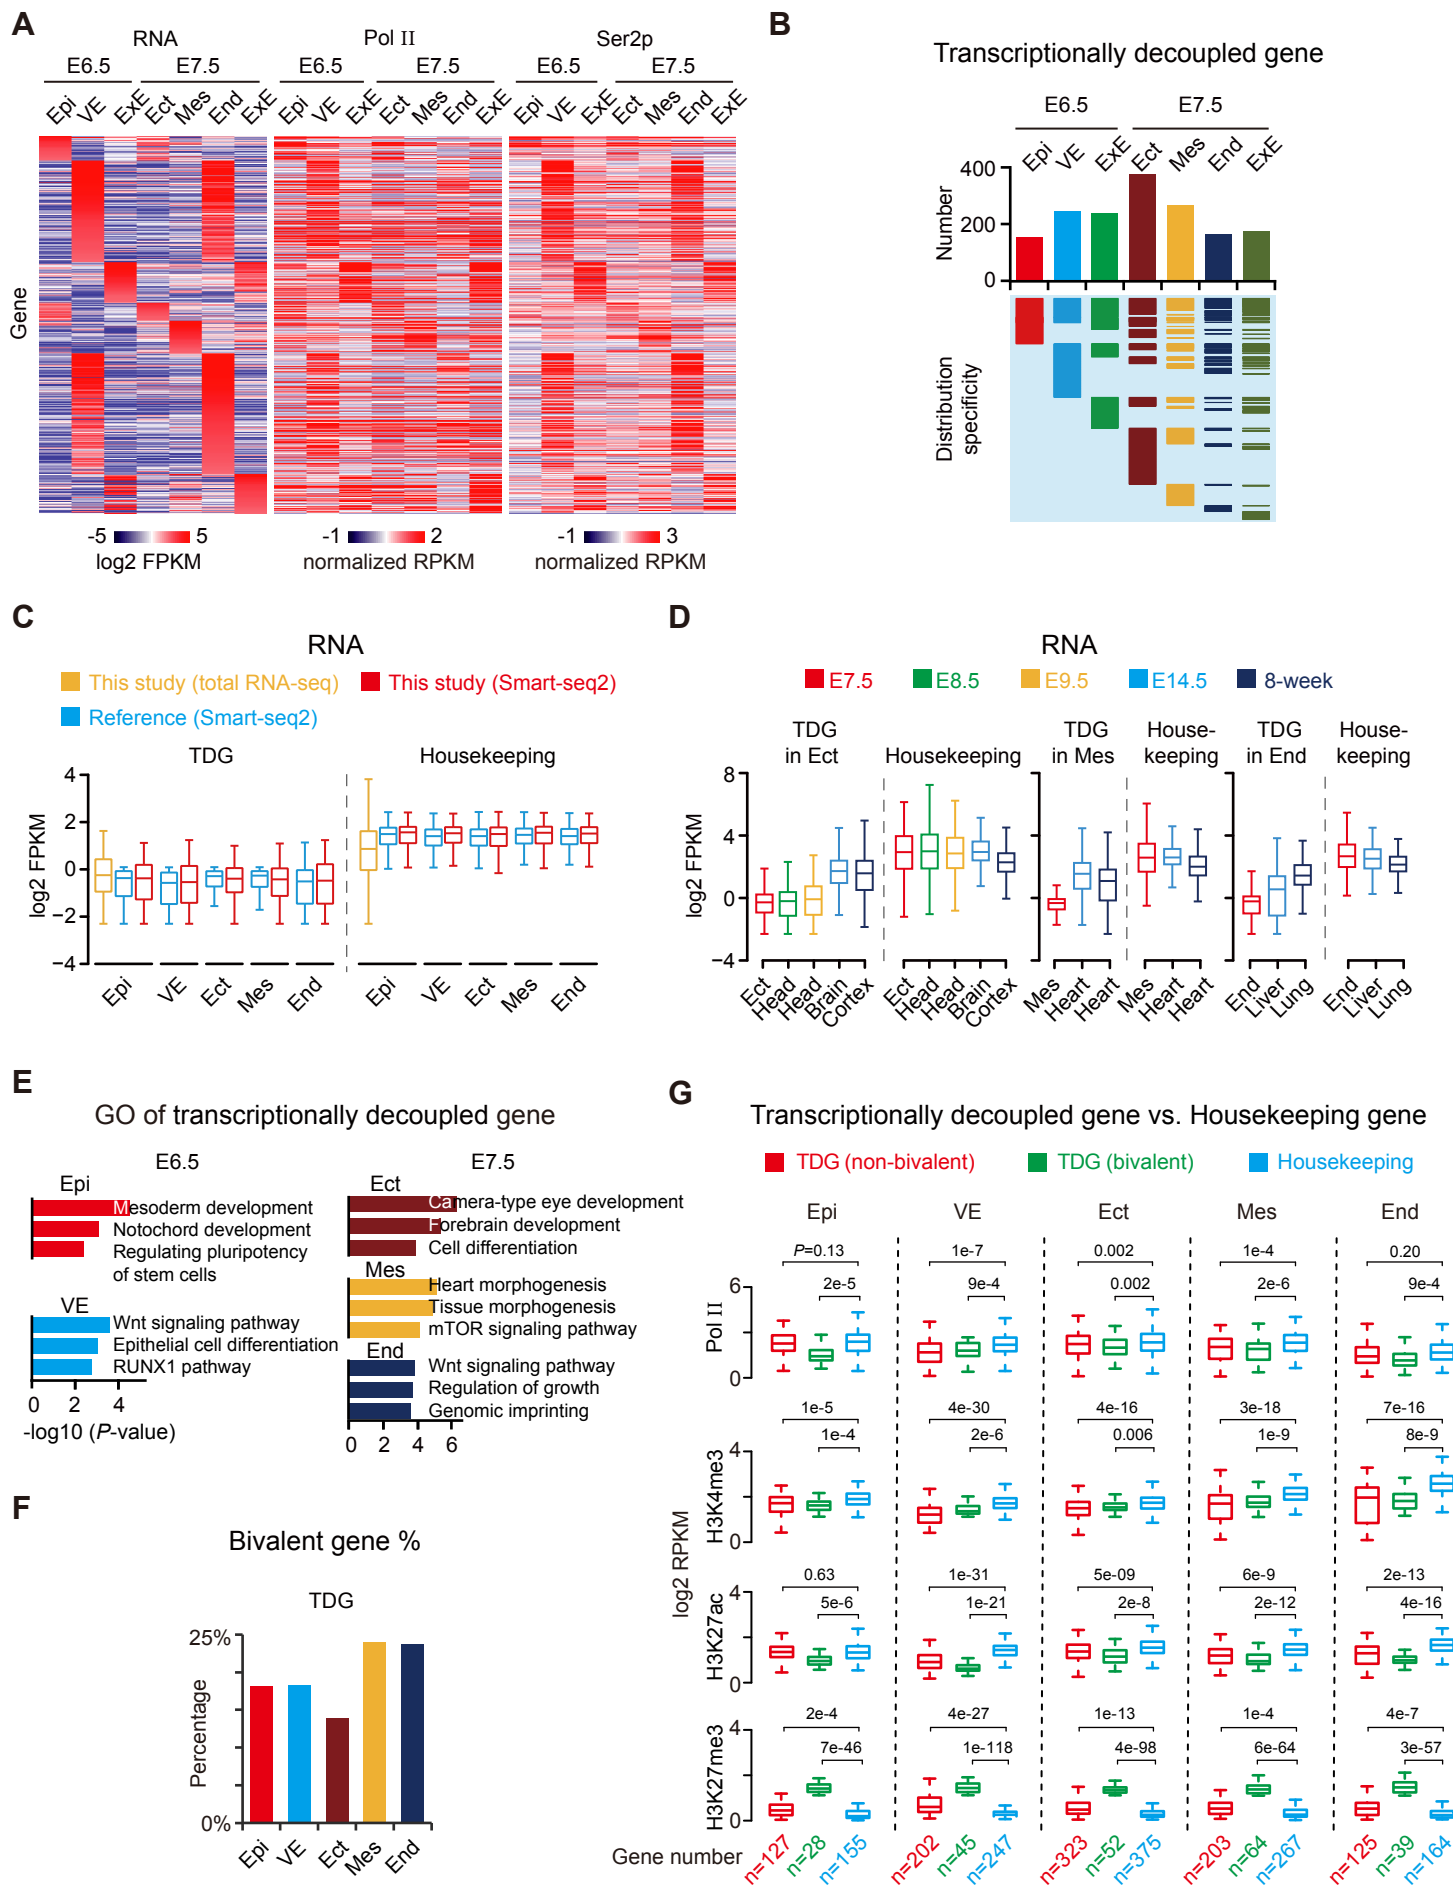

Figure S2. Characteristics of transcriptionally decoupled genes during early development. (A). Heatmaps showing lineage specific genes identified by RNA-seq, with corresponding Pol II and Ser2p enrichment. (B). Bar plots showing the number and distribution of transcriptionally decoupled genes identified across different germ layers at E6.5 and E7.5. (C). Box plots comparing RNA expression of transcriptionally decoupled genes between this study and published E6.5 Epi data (GSE125318), with housekeeping genes as control. (D). Box plots showing RNA expression of transcriptionally decoupled genes across embryonic stages and tissues (GSE36026). (E). Gene ontology analysis showing biological processes associated with transcriptionally decoupled genes at E6.5 and E7.5. (F). Bar chart showing the proportion of bivalent genes among transcriptionally decoupled genes at E6.5 and E7.5. (G). Box plots showing the distribution of Pol II, H3K4me3, H3K27ac, and H3K27me3 at promoters of transcriptionally decoupled versus housekeeping genes. Transcriptionally decoupled genes are further subclassified into bivalent (green) and non-bivalent (red) groups. *P*-values were calculated using an unpaired two-tailed Student's t-test.

Figure S3

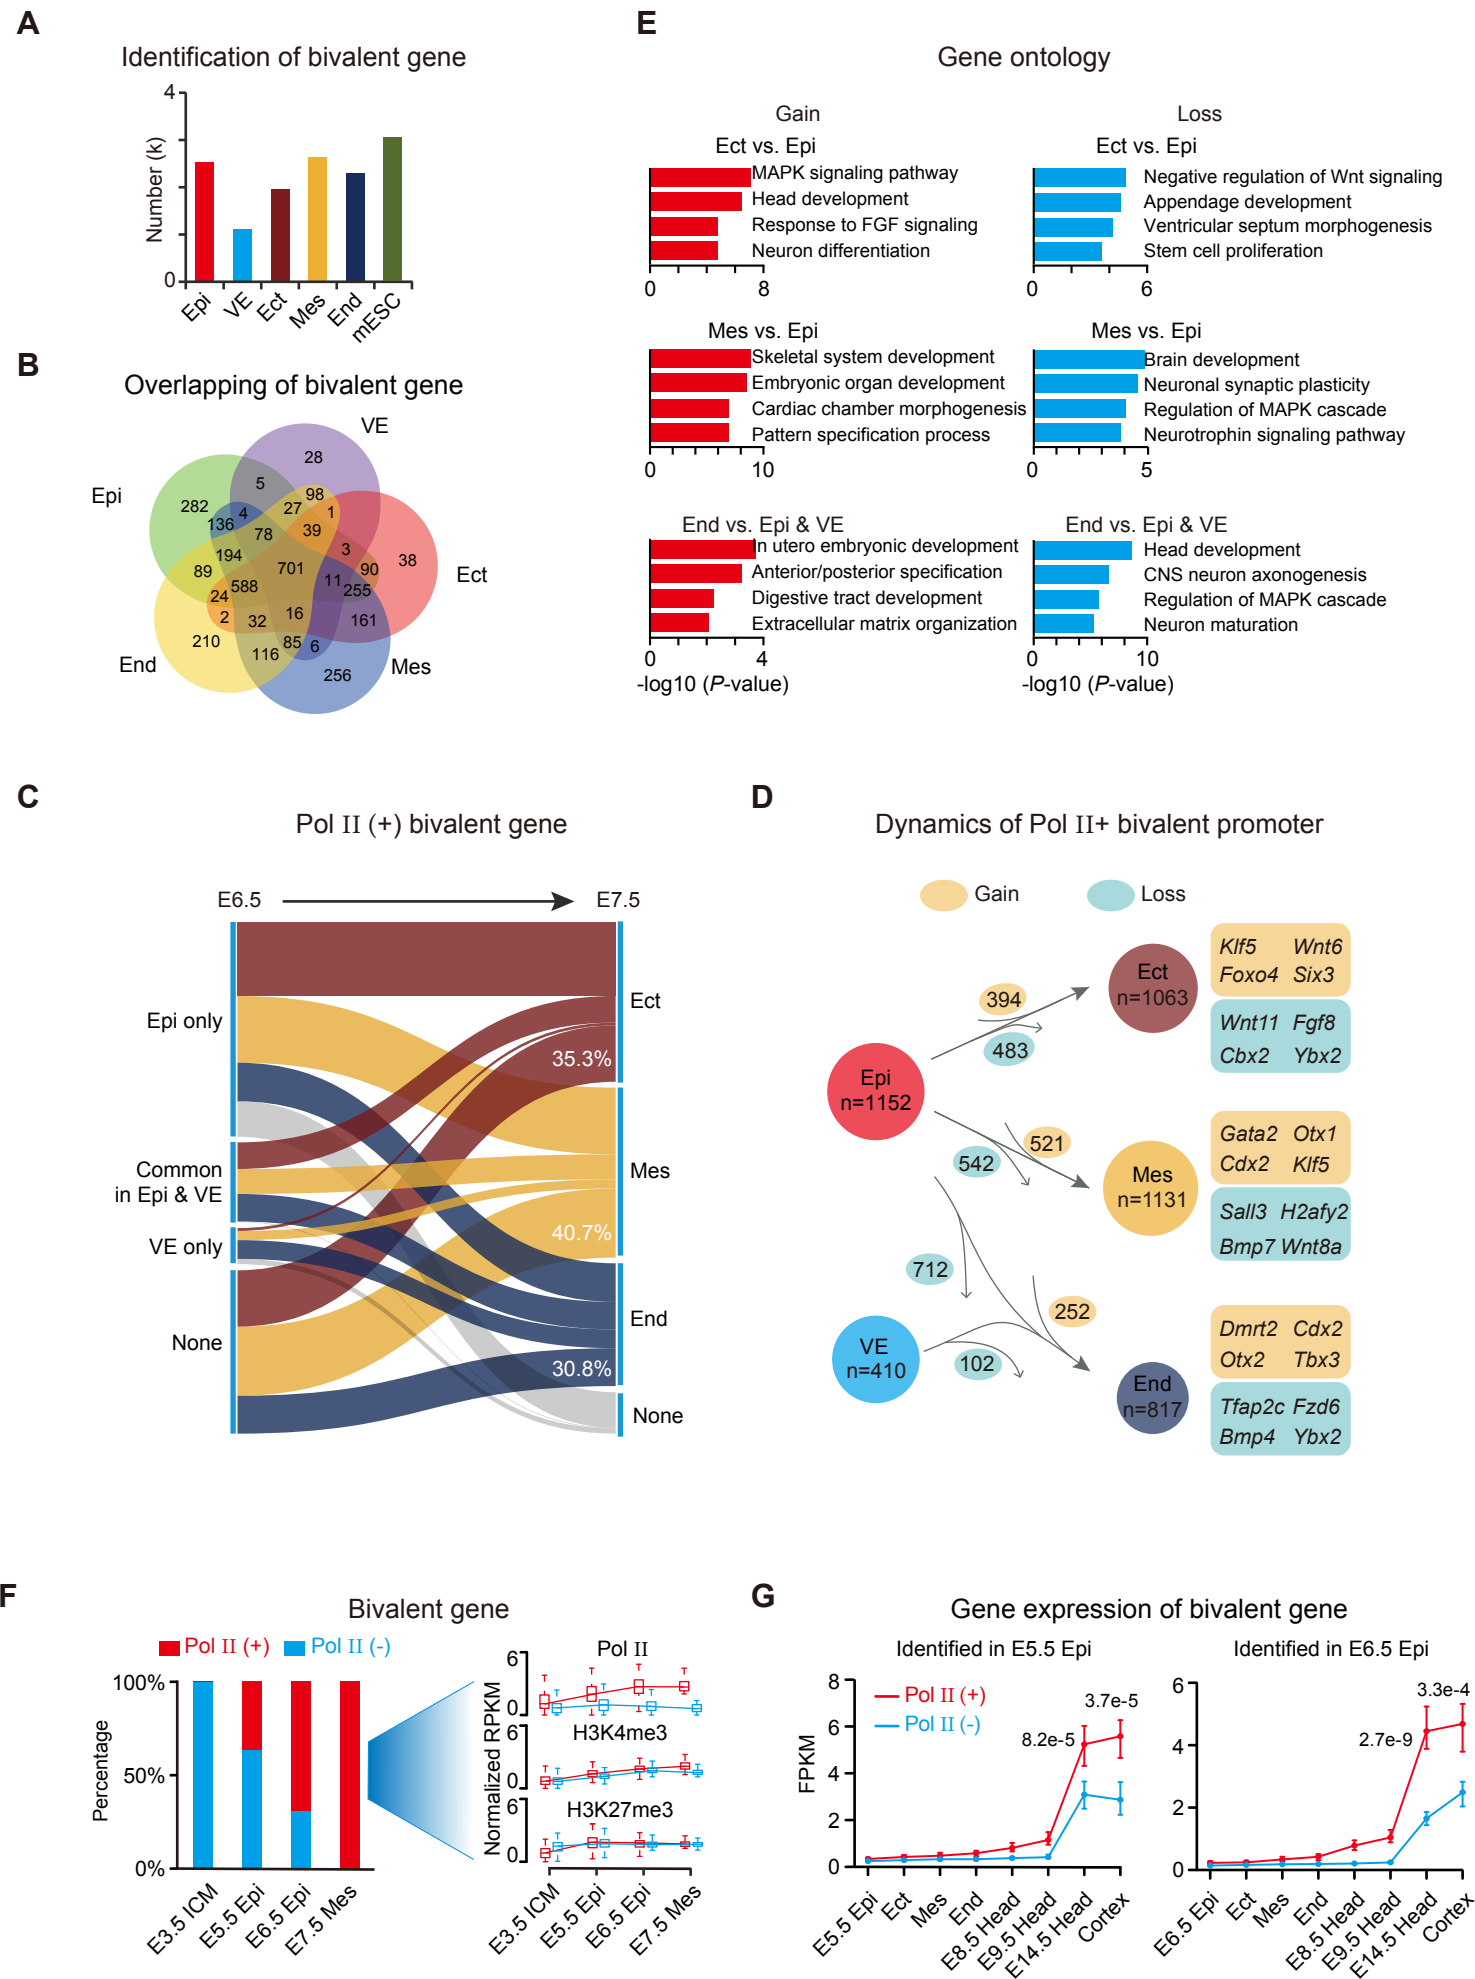

Figure S3. Dynamic remodeling of Pol II (+) bivalent genes during germ layer formation.

(A). Bar plots showing the number of bivalent genes identified in each germ layer and mESCs. (B). Venn diagram indicating overlap between bivalent genes at E6.5 and E7.5. (C). Sankey diagram illustrating the dynamic gain or loss of Pol II occupancy at bivalent promoters during transitions from E6.5 to E7.5 across germ layers. The “None” category includes genes lacking either bivalent chromatin features or detectable promoter-associated Pol II at the indicated stages. (D). Schematic illustrating developmental transitions of Pol II (+) bivalent genes across embryonic stages. Newly gained and lost genes are represented as elliptical nodes, with representative examples listed. Note that the endoderm originates from both the epiblast and the visceral endoderm. (E). GO terms associated with Pol II gain/loss gene clusters in panel (D). (F). Bar plots (left) quantifying Pol II (+) bivalent genes in E7.5 mesoderm and Pol II binding status in earlier stages (ICM, E5.5 Epi, E6.5 Epi). Box plots (right) showing enrichment of Pol II, H3K4me3, and H3K27me3 dynamics at both Pol II (+) and Pol II (–) bivalent promoters in the same gene sets. (G). RNA expression dynamics of Pol II (+) vs. Pol II (–) bivalent genes identified in E5.5 Epi (left) and E6.5 Epi (right). Their RNA levels in Ect, Mes, End, E8.5 Head, E9.5 Head, E14.5 Head and 8-week Cortex are also shown.

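RNA of the genes that were Pol II (+) in E6.5 Epi was higher in each of the 3 E7.5 germ layers than in E6.5 Epi. Their median was 0.719 FPKM in E7.5 Ect, 0.861 FPKM in E7.5 Mes and 1.12 FPKM in E7.5 End over 1139 genes. Of the 780 genes that passed the expression filter, 48 were called higher and 14 lower in Ect, 170 higher and 62 lower in Mes, and 266 higher and 70 lower in End. The median differences were 0.11 in Ect, 0.32 in Mes and 0.50 in End on the log2(FPKM + 1) scale, each at percentile 100 among matched random lists, whose medians were 0, 0.082 and 0.17. In E7.5 End this comparison spans different lineages. The later head and cortex samples were not analysed here.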

Figure S4

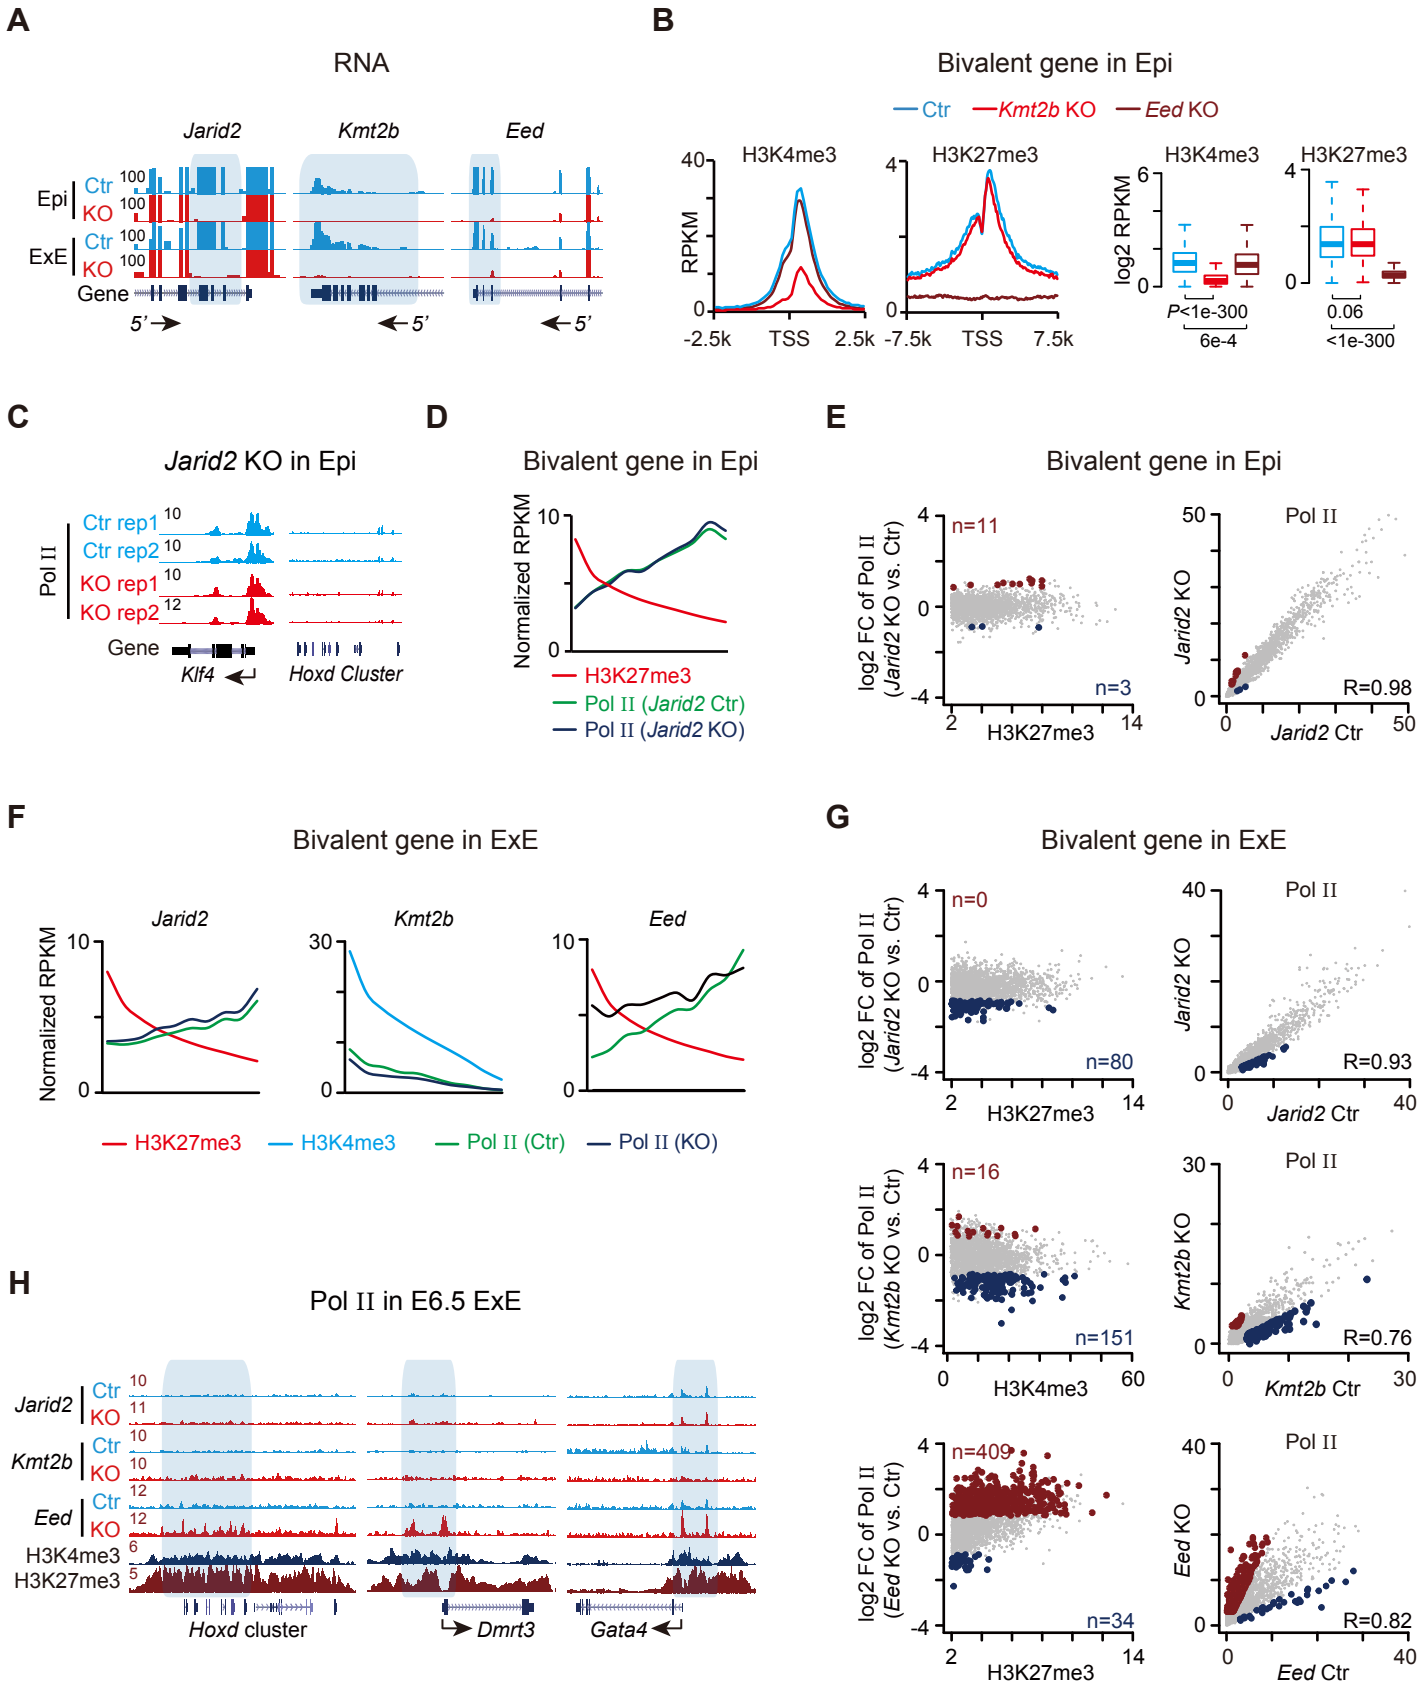

Figure S4. Histone modifications modulate Pol II recruitment at bivalent promoters. (A).

Genome browser views of RNA-seq data in control and *Jarid2*, *Kmt2b*, and *Eed* knockout embryos in E6.5 Epi and ExE. Targeted deletion regions are highlighted. **(B).** Line plots display the enrichment of H3K4me3 and H3K27me3 in control and *Kmt2b*- or *Eed*-knockout Epi (left) at bivalent genes. Box plots (right) showing the signal intensity of the same gene sets. **(C).** The UCSC genome browser shows the Pol II occupancy at bivalent promoters in control and *Jarid2* knockout Epi. **(D).** Average plots ranking bivalent promoters in E6.5 epiblasts by H3K27me3 signal. Pol II signals from control and *Jarid2* knockout embryos are correspondingly shown. **(E).** Scatter plot (left) showing correlation between promoter H3K27me3 and fold change of Pol II enrichment in epiblast (*Jarid2* knockout vs. control). Red and blue dots indicate ≥ 2 -fold up- or down-regulated genes, respectively. Scatter plot (right) comparing Pol II signals between control and *Jarid2* knockout embryos in epiblast. **(F).** Average plots ranking bivalent promoters in E6.5 ExE by H3K4me3 or H3K27me3 signal. Pol II signals from control and *Jarid2*, *Kmt2b* and *Eed* knockout embryos are correspondingly shown. **(G).** Scatter plot (left) showing correlation between promoter H3K27me3/H3K4me3 and fold change of Pol II enrichment in ExE (*Jarid2*-, *Kmt2b*-, or *Eed*-knockout vs. control). Red and blue dots indicate ≥ 2 -fold up- or down-regulated genes, respectively. Scatter plot (right) comparing Pol II signals between control and these knockout embryos. **(H).** Genome browser views showing Pol II, H3K4me3, and H3K27me3 enrichment at bivalent promoters in control and gene knockout E6.5 ExE.

Figure S5

A

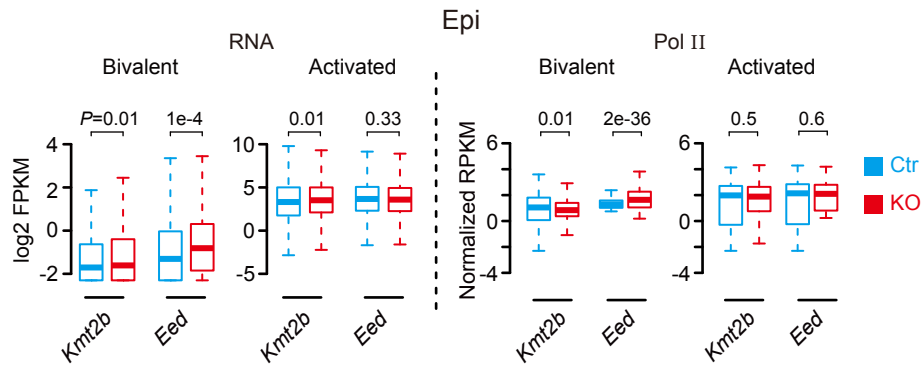

B

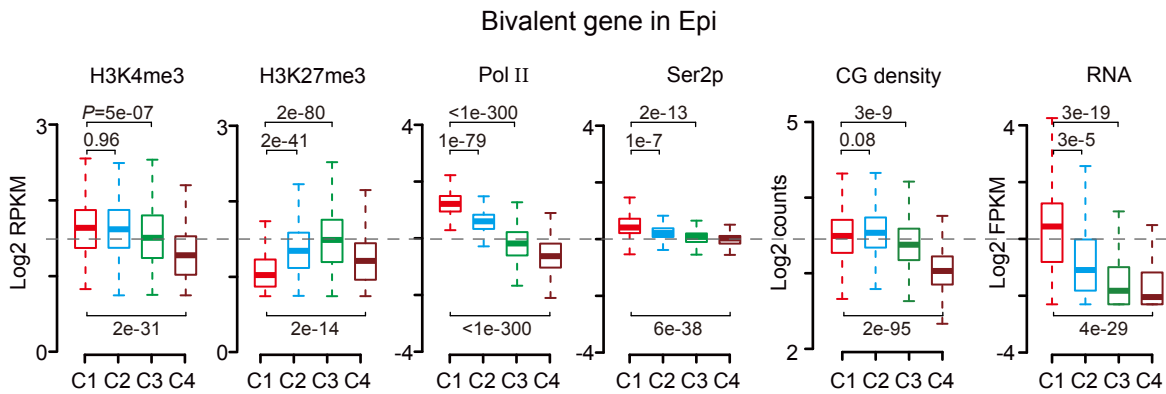

C

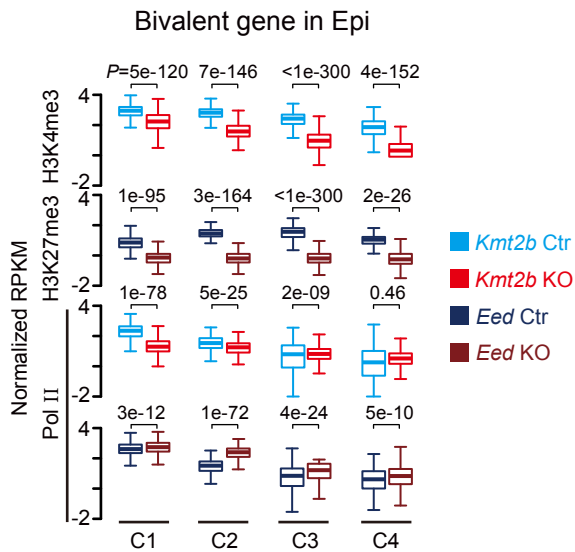

D

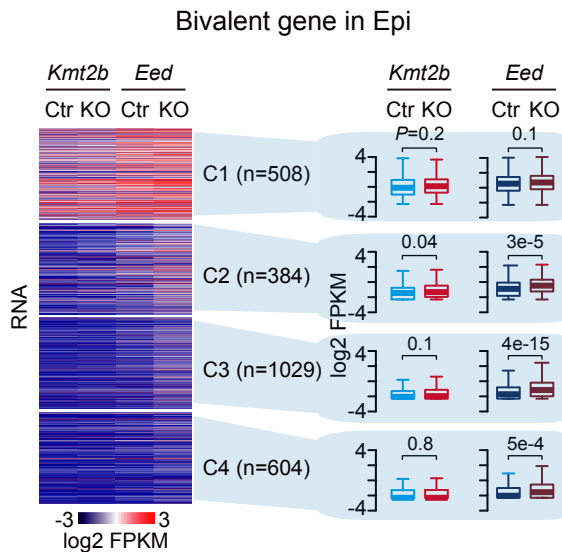

Figure S5. *Eed* deficiency leads to derepression of developmental genes. (A). Box plots comparing RNA expression (left) and Pol II (right) levels of bivalent and activated genes in control versus *Kmt2b*- and *Eed*-knockout Epi. (B). Box plots showing H3K4me3, H3K27me3, Pol II, Ser2p, CpG density, and RNA expression across four bivalent gene clusters (C1–C4). (C). Box plots showing H3K4me3, H3K27me3 and Pol II levels across four clusters (C1–C4) of bivalent promoters defined by chromatin signature. (D). Heatmaps showing RNA levels across four bivalent gene clusters (C1–C4) in *Kmt2b* and *Eed* knockout epiblasts. Gene numbers and box plot quantifications are shown on the right.

Figure S6

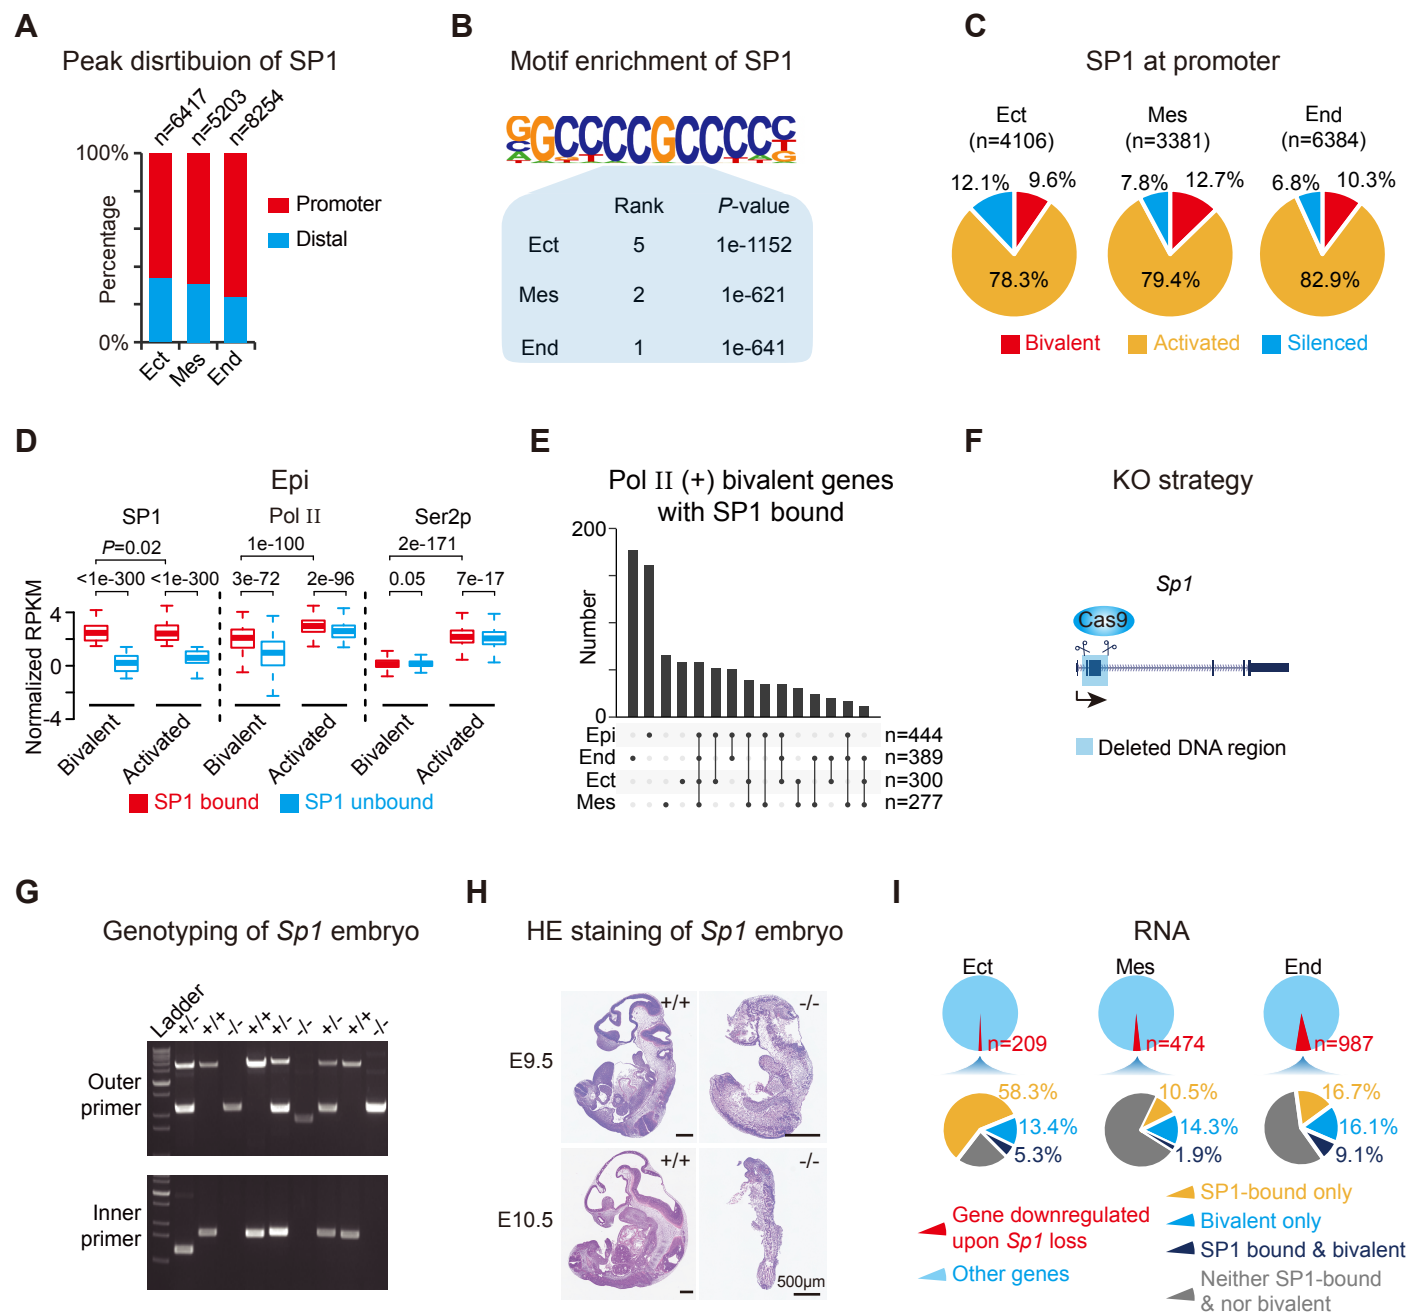

Figure S6. SP1 facilitates lineage specific Pol II recruitment at bivalent genes. (A). Bar plot showing SP1 peak distribution across genomic regions in each germ layer. (B). Ranked SP1 motif enrichment of SP1 peak identified in the three germ layers. (C). Pie charts showing the distribution of SP1-bound promoters among bivalent, activated and silenced genes across the three germ layers. (D). Box plots showing SP1, Pol II, and Ser2p levels in SP1-bound versus SP1-unbound subsets of bivalent and activated genes. (E). UpSet plot showing the overlap of SP1-bound Pol II (+) bivalent genes among Epi, Ect, Mes, and End. (F). Schematic of *Sp1* knockout strategy using CRISPR-Cas9, targeted exons are shaded and constitutively deleted. G. Genotyping of E7.5 *Sp1* knockout embryos. (G). Genotyping of E7.5 *Sp1* knockout embryos. (H). H&E stain of *Sp1* knockout embryos at E9.5 and E10.5. Scale bar: 500 μ m. (I). Pie charts showing the proportion of genes downregulated upon *Sp1* loss that are further classified as SP1-bound only, bivalent only, both SP1-bound and bivalent, or other genes in the three germ layers.

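*Sp1* lies on chromosome 15 of mm9 from 102236574 to 102266835 on the plus strand, and the transcript with the most coding sequence in GENCODE M1 has 6 exons. All 4 guide RNAs of Table S1 for this gene matched 1 site each next to an NGG motif within the gene and its near flanks, the only stretch searched. The first pair lies in intron 1, from 102237796 to 102237947, and the second pair in intron 3, from 102240368 to 102240579. The stretch between the outermost guides is 2784 bp long and holds exons 2 and 3 whole, which are 1665 bp or 40.8% of the 4081 bp transcript.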

Figure S7

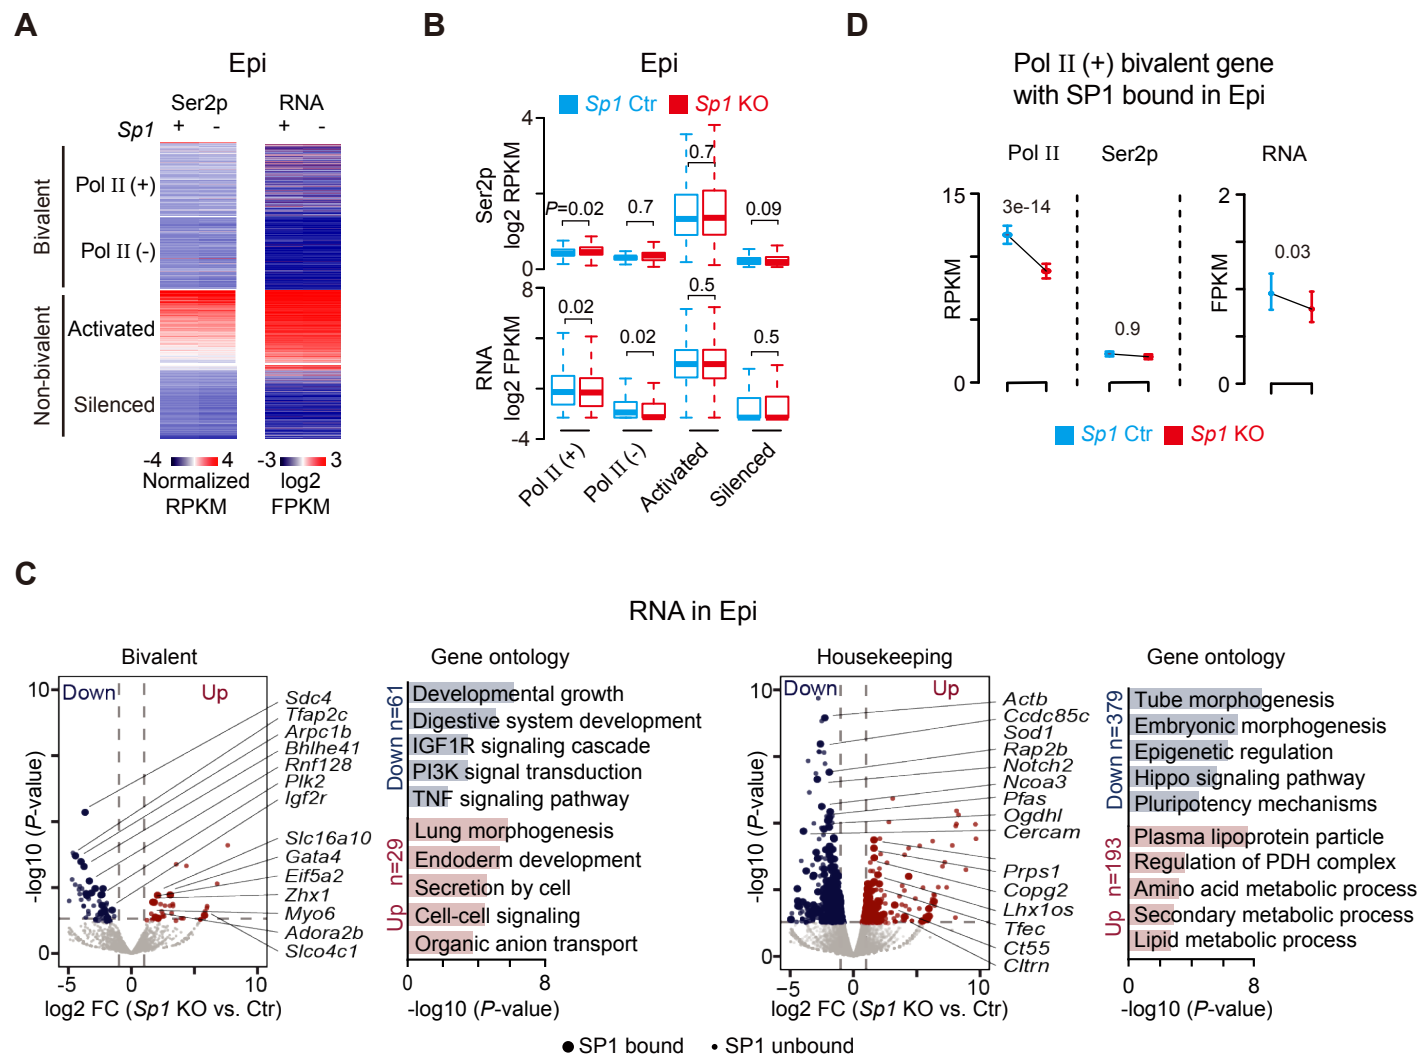

Figure S7. SP1 deficiency leads to aberrant gene expression. (A). Heatmaps showing Ser2p and RNA levels in *Sp1* knockout Epi across four gene sets: Pol II (+), Pol II (–), activated and silenced. (B). Box plots comparing Ser2p and RNA levels in *Sp1* knockout Epi using the same genes sets as shown in (A). (C). Volcano plots showing differential expression of bivalent (left) and housekeeping (right) genes in *Sp1* knockout versus control Epi. SP1-bound genes are highlighted; selected examples are annotated. Enriched GO terms for dysregulated genes are also shown. (D). Box plots showing Pol II, Ser2p, and RNA levels at SP1-bound and SP1-unbound Pol II (+) bivalent genes in control and *Sp1* knockout embryos.

Supplementary Tables

Supplementary tables were summarized in one Excel spreadsheet with:

Table S1. Sequences of sgRNA. (sheet 1)

Table S2. Primers for gene knockout embryo genotyping. (sheet 2)

Table S3. Lineage-specific genes identified by Ser2p across different germ layers. (sheet 3)

Table S4. Transcription decoupled genes across different germ layers. (sheet 4)

Table S5. Bivalent gene in different embryonic lineages. (sheet 5)

Table S6. Pol II (+) bivalent gene in different embryonic lineages. (sheet 6)

Table S7. Sample information. (sheet 7)

How the deposited data were processed for this re-analysis (not part of the article)

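RNA of mouse embryo tissues was analysed from 3 deposited tables with 16 columns in all. The wild-type table holds Epi, VE and ExE at E6.5 and Ect, Mes, End and ExE at E7.5. The knockout table holds E6.5 Epi of control and knockout embryos for each of 4 genes, *Eed*, *Kmt2b*, *Jarid2* and *Sp1*. The total RNA table holds E6.5 Epi. Each of the 16 groups has 2 libraries, 32 in all, and samples were mapped to groups by their deposited titles.

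The FPKM values in all 3 tables were made by the authors before deposit, who by the paper's methods trimmed reads with Trim Galore 0.6.7, aligned them to mm9 with HISAT2 2.2.1 and computed FPKM with StringTie 2.2.1 on the refFlat annotation. Each table gives 1 pooled column per group, and the text does not say whether reads were merged or values averaged. A pooled column has no spread, so the planned moderated linear models and set tests between replicates (limma and camera) could not be fitted, and no p-value is given for a group difference. The rules used in their place were chosen after the pooled columns had been seen. They are the random lists described below, a difference of at least 1 or at most -1 on the log2(FPKM + 1) scale, and a filter of at least 1 FPKM in at least 1 pooled column of the wild-type or the knockout table, which kept 12228 and 11145 genes. 11 genes without a value in a knockout column did not enter the comparison that needs it, and 315 names that stand on several lines of the total RNA table were left out. Values of the wild-type, knockout and total RNA tables were made separately, and a level set across them is marked where it is given.

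Each knockout was compared with the control of its own experiment, and each wild-type tissue with the mean of the other tissues of its stage. Gene groups came from Tables S3 to S6 of the paper and from 24 gene lists written before the data were examined, which cover Hox genes, other developmental transcription factors, germline, imprinted, sex-linked, pluripotency, ectoderm, mesoderm, visceral and parietal endoderm, extraembryonic ectoderm, blood and maternal decidua genes, subunits of PRC1, PRC2 and H3K4 methyltransferase complexes, SP and KLF factors, p53 targets, genes of the mitotic cell cycle, of glycolysis, of cholesterol synthesis, of IGF and PI3K signaling, immediate early and stress genes, and housekeeping genes. For a group of at least 5 genes the median difference was placed as a percentile among 10000 random lists of the same size, drawn from 20 bins of mean expression with a fixed seed (2000 lists per alternative). The percentile describes the pooled columns and is not a test between replicates. Genes restricted to VE or ExE were those at 20 FPKM or more in wild-type E6.5 VE or ExE and at least 20-fold above both other E6.5 tissues. Single genes are named if they were targeted or named by the paper, were among the 10 highest or 10 lowest differences of a knockout, were among the 4 members of a list with the largest differences, or were among the 5 largest positive differences of a tissue. This rule was adapted after the pooled columns had been seen.

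Guide RNA sequences of Table S1 were searched on both strands of mm9 within the targeted gene and its near flanks. Matches elsewhere in the genome were not looked for. Exon positions are those of GENCODE M1, which is not the authors' refFlat annotation. The calculations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and figures were drawn with Matplotlib 3.10.9. The procedure was tested on data simulated from 11 of the deposited columns with noise of 0.2 (log2) and 200 changed genes. It found 85.1 to 98.5% of changes of 1.5, at least 98.5% of changes of 2, and called at most 2 unchanged genes per column. The changes were set only in genes of higher FPKM. Under the same rule the control columns of the knockout experiments differed from one another by 444 to 2206 genes. The simulated noise does not cover such differences, so these figures do not give the error of the knockout calls. Of 200 unchanged lists per column, 2 to 5.50% lay outside percentiles 2.5 to 97.5.

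By Table S7 of the paper, uniquely mapped reads per library ranged from 7931422 in a *Sp1* knockout library to 18531308 in a wild-type library, and no depth is listed there for the *Jarid2* RNA libraries. Counts per gene are not in the tables, so the sampling error of a single FPKM value was not computed. Alternatives set before the data were examined were a pseudocount of 0.2 or 0.1, no filter, a filter of 5 FPKM, FPKM rescaled to a fixed sum (TPM), quantile normalization, and, for lineage-specific genes, 1 additional tissue over the threshold. Those added after the data were examined were centering on the median of all genes, the mean of the other 3 controls in place of the own control, and leaving out VE- and ExE-enriched genes. Alternatives set before that need values of single libraries could not be run. Table S5 and the E7.5 End column of Table S6 were held in part, so these lists entered counts and medians but no comparison with random lists. The E6.5 Epi, E7.5 Ect and E7.5 Mes columns of Table S6 were taken as complete and were placed among random lists. Chromatin profiles, SP1 peaks, exon-level coverage, ExE of the knockouts and later samples were not analysed here.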

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

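The tests in this part were chosen after the result was seen, except the correlation of endoderm genes with their wild-type level. Some signals here lie in genes the paper discusses, such as the Pol II (+) bivalent genes. *Tfap2c* is among the ExE-restricted genes, and *Gata4* and *Lhx1os*, labeled in Supplementary Fig. S7C, among the VE-restricted ones. Signals other than the Pol II (+) bivalent genes stood above a control level. For ExE genes of the *Sp1* experiment this is that of the other 3 controls and elsewhere that of the own control.

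Genes restricted to visceral endoderm had a median of 3.69 FPKM in the *Sp1* knockout and 0.198 FPKM in its control. All 53 genes (100%) were higher in the knockout and the 10 most abundant reached 3.33 to 22.0% of their level in wild-type VE, a separate table, with *Spink1* at 8.41%. Activation of some endoderm genes without regard to their level in VE is argued against, since the excess FPKM of the knockout went with the wild-type VE level (Spearman's rho = 0.637, 95% interval 0.396 to 0.798, 53 genes). The interval comes from resampling genes, which are not independent replicates, and gives no spread between embryos. The same correlation was 0.491 in the *Jarid2* knockout. It cannot tell RNA of VE cells from VE genes active in Epi cells at levels ranked as in VE. A candidate explanation is that VE cells were carried over with the knockout Epi, as the paper describes no cell sort that would remove them. A full endoderm program in knockout Epi cells, or a difference in stage, stays open and was not tested.

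Genes restricted to extraembryonic ectoderm had a median of 10.5 FPKM in the *Sp1* control, against 0.757 FPKM in its knockout and at most 1.19 FPKM in the other 3 controls. Loss of SP1 with a control like the others is argued against as the whole explanation, since these genes were higher in the *Sp1* control than in the mean of the other 3 controls by a median of 2.54 (log2). All 28 genes (100%) were higher in that control, and the 10 most abundant stood at 10.3 to 27.0% of their level in wild-type ExE, with *Fabp3* at 15.5% and *Elf5* at 18.5%. A candidate explanation is that ExE cells were carried over with the Epi of the *Sp1* control. Other differences between the control pools, all of embryos genotyped as free of deletions by the paper's methods, such as their stage, stay open and were not tested.

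The Pol II (+) bivalent genes that were lower in the *Sp1* knockout were mostly genes with more RNA in ExE. Of these 52 genes, 71.2% were at least 1 (log2) higher in wild-type ExE than in wild-type Epi, against 19.2% of all Pol II (+) genes compared. ExE cells in the *Sp1* control may therefore account for part of this count. None of the genes kept its call against the mean of the other 3 controls, a comparison in which some of the loss is built in. Calls against each of those controls alone were not counted. Of the lower genes, 43 were not among the genes 8-fold enriched in VE or ExE, which does not exclude a share of RNA from ExE in them. An effect of SP1 loss on these genes was not separated from a difference in ExE RNA between the pools and stays open.

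The marker lists written for both tissues went the same way in the *Sp1* experiment. Of 41 visceral endoderm markers 31 were higher and 1 lower in the knockout (median 1.61), and of 35 extraembryonic ectoderm markers 25 were lower and none higher (median -1.75). Of the listed markers, 12 and 14 are at 1 FPKM or more in wild-type E6.5 Epi.

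In the *Eed* knockout, the ExE-restricted genes had a median of 3.05 FPKM against 0.960 FPKM in control, and in the *Kmt2b* knockout 1.37 FPKM against 0.254 FPKM, where the control was the lowest of the 4. Germline genes had a median difference of 0.75 in the *Eed* knockout, with 9 of 21 higher and none lower. In the *Jarid2* knockout, p53 target genes had a median difference of 0.48, with 4 of 35 higher, but 0.34 against the mean of the other 3 controls, inside the central 95% of matched lists. In all, 258 genes were higher in this knockout against 43 lower (128 and 65 after quantile normalization, 1265 and 411 against the other 3 controls). No explanation was tested for these values.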

How the results depend on the processing

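Centering on the median of all genes, the other controls and the removal of VE- and ExE-enriched genes were chosen after the results were seen, and the other alternatives were set before the data were examined. No paired analysis was possible because the columns carry no replicate numbers, each being a pool of 2 libraries. For the same reason, leaving out each library in turn, library weights, changes of the variance model or of the libraries in the fit, the correlation between genes and a p threshold could not be run, and filters meant for at least 2 libraries were run on 1 pooled column. Counts per gene are not in the tables, so depth, lowest at 7931422 uniquely mapped reads in a *Sp1* knockout library, limits low FPKM values by an amount that was not computed, and genes listed at 0 carry no fold.

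Under the alternatives set before, 736 of 801 list medians kept their place inside or outside the central 95% of matched lists, 27 moved inside it, 28 moved outside it and 10 that lay outside it changed sign, and under the added ones these were 298, 18, 22 and 22 of 360. Of 2587 values of single genes under the alternatives set before, 2376 kept their side of a difference of 1, 20 were no longer past it, 191 were newly past it and none that was past it changed sign, and under the added ones these were 700, 106, 57 and 39 of 902. Counts stayed within 1.5 times their value in 99 of 182 cases set before and 32 of 54 added ones. Correlations stayed within 0.05 in 20 of 27 cases, and percentages within 1.5 times their value in 4 of 12. For the values given below the cause was not tested, unless the construction of the alternative is named.

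With a pseudocount of 0.2 or 0.1 all counts that moved were larger. There were 699 or 808 higher and 233 or 271 lower genes in the *Eed* knockout, 981 or 1178 higher and 372 or 446 lower genes in the *Kmt2b* knockout, 567 or 657 higher and 152 or 217 lower genes in the *Jarid2* knockout, 502 or 562 higher and 828 or 918 lower genes in the *Sp1* knockout and 896 or 978 higher and 1136 or 1275 lower genes for *Eed* minus *Kmt2b*, and 85 or 95 higher and 154 or 163 lower bivalent genes held in the *Sp1* knockout. Genes apart from the other tissues of the stage numbered 3583 or 3857 in E6.5 Epi, 3018 or 3361 in E6.5 ExE, 2455 or 2662 in E7.5 Ect, 2122 or 2343 in E7.5 Mes, 3338 or 3580 in E7.5 End and 2349 or 2573 in E7.5 ExE, and genes apart from E6.5 Epi 1519 or 1790 in E7.5 Ect and 2740 or 2999 in E7.5 Mes. The median of extraembryonic ectoderm markers for *Eed* minus *Kmt2b* changed sign to -0.081 or -0.43.

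A filter of 5 FPKM, which compares fewer genes, left 179 higher genes in the *Eed* knockout, 159 higher genes in the *Sp1* knockout, 300 higher genes in *Eed* minus *Kmt2b* and 14 higher and 39 lower bivalent genes held in the *Sp1* knockout, and the *Jarid2* median of Pol II (+) bivalent genes, 0.070, was no longer below the matched lists. Without a filter that of *Kmt2b*, 0.040, was not either. Also, 2 medians changed sign, of primitive streak and mesoderm genes in the *Eed* knockout (0.0036) and of genes newly listed as Pol II (+) bivalent in E7.5 Mes (0.048). On the TPM scale, where most values are larger by construction, the share of decoupled genes under 1 was 42.5% in E6.5 Epi, 47.1% in E6.5 VE, 45.5% in E6.5 ExE, 38.7% in E7.5 Ect, 35.3% in E7.5 Mes, 35.4% in E7.5 End, 32% in E7.5 ExE and 17.0% in E6.5 Epi total RNA. There were 188 lower genes in the *Eed* knockout, 826 higher genes in the *Kmt2b* knockout, 578 higher genes in the *Jarid2* knockout, 1299 lower genes in *Eed* minus *Kmt2b* and 51 higher bivalent genes held in the *Sp1* knockout, 184 lineage-specific genes in E6.5 VE and 1265 genes apart from E6.5 Epi in E7.5 Ect. Medians that changed sign were -0.0046 for Pol II (+) bivalent genes, -0.045 for extraembryonic ectoderm markers and -0.0093 for p53 target genes in *Eed* minus *Kmt2b*. That of genes newly listed as Pol II (+) bivalent in E7.5 Ect also did, to -0.0073. Quantile normalization gave 179 higher genes in the *Kmt2b* knockout and 128 higher and 65 lower genes in the *Jarid2* knockout. The Pol II (+) medians of *Kmt2b* and *Jarid2* changed sign to -0.039 and -0.079. That of genes newly listed as Pol II (+) bivalent in E7.5 Mes, -0.041, was no longer below the matched lists. Centered on the median of all genes there were 190 higher genes in the *Kmt2b* knockout, 153 higher and 83 lower genes in the *Jarid2* knockout and 349 lower genes in *Eed* minus *Kmt2b*, and the same 2 Pol II (+) medians were -0.014 and -0.11, while housekeeping genes changed sign to -0.025 in the *Kmt2b* knockout and 0.055 in *Eed* minus *Kmt2b*.

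Set against the mean of the other 3 controls there were 229 lower genes in the *Eed* knockout, 84 higher and 321 lower genes in the *Kmt2b* knockout, 1265 higher and 411 lower genes in the *Jarid2* knockout, 648 higher and 118 lower genes in the *Sp1* knockout, 1342 higher genes in *Eed* minus *Kmt2b* and 56 higher and 5 lower bivalent genes held in the *Sp1* knockout. For the *Eed*, *Kmt2b* and *Jarid2* knockouts the other 3 controls include that of *Sp1*, in which ExE-restricted genes had a median of 10.5 FPKM. In *Eed* minus *Kmt2b* the *Jarid2* and *Sp1* controls cancel by construction, which leaves a comparison of knockouts across experiments. Extraembryonic ectoderm markers in the *Sp1* knockout, at -0.14, were no longer below the matched lists. Medians changed sign for PRC2 subunits (0.057), SP and KLF factors (0.35), decoupled genes (0.34), primitive streak and mesoderm genes (0.073) and sex-linked reference genes (0.019) in the *Eed* knockout, for Pol II (+) bivalent genes (-0.28), extraembryonic ectoderm markers (-0.67) and immediate early and stress genes (-0.36) in the *Kmt2b* knockout, for Pol II (+) bivalent genes (-0.067) in the *Jarid2* knockout, for immediate early and stress genes (0.058), imprinted genes (0.065) and p53 target genes (0.13) in the *Sp1* knockout, and for IGF and PI3K signaling genes (0.54), decoupled genes (0.55), glycolysis genes (0.073), pluripotency and epiblast genes (0.30) and primitive streak and mesoderm genes (1.02) for *Eed* minus *Kmt2b*. Single genes with a changed sign were *Atp6v0c-ps2* (-0.26), *Dppa4* (-0.59), *Dppa5a* (-0.15), *Gata6* (0.12), *Hmga1b* (-0.32), *Phlda3* (-0.48), *U2af2* (0.67) and *Zic2* (0.40) in the *Eed* knockout, *Bmp4* (-0.048), *Cxxc1* (-0.24), *Eef2* (-0.34), *Elf5* (-0.91), *Gjb3* (-0.61), *Gnas* (-0.30), *H19* (-1.14), *Htd2* (1.18), *Plk1* (-0.38), *Sfmbt2* (-0.14), *Srsf4* (-0.60), *Tsix* (0.15) and *Utf1* (-0.29) in the *Kmt2b* knockout, *Gm12191* (0.93), *Gm12669* (0.46) and *Rn45s* (-0.058) in the *Jarid2* knockout, and *Bmp4* (0.089), *Ccn1* (0.081), *Ccn2* (0.052), *Cdkn1a* (0.57), *Cldn3* (0.042), *Eif4a1* (0.28), *Gjb3* (0.22), *H19* (0.44), *Hand1* (0.28), *Klf5* (0.80), *Perp* (0.53), *Phlda3* (0.18), *Plk2* (0.087), *Scmh1* (0.11) and *Sp8* (0.20) in the *Sp1* knockout. Without VE- and ExE-enriched genes 19 held bivalent genes were higher in the *Sp1* knockout, and visceral endoderm markers in the *Jarid2* knockout, fewer by construction, changed sign to -0.024. With 1 additional tissue allowed, which is wider by construction, lineage-specific genes numbered 281, 469, 311, 152, 340, 718 and 226 in the order E6.5 Epi, VE and ExE and E7.5 Ect, Mes, End and ExE.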

Differences from the paper's values

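No test in this part was chosen after the results were seen. On the log2(FPKM + 0.2) scale, taken from the floor of the paper's box plots, the median of the decoupled genes was -0.71 in E6.5 VE, where the paper's value is about -0.53 in Supplementary Fig. S2C, read by eye. In E7.5 Ect it was -0.21, and the paper's value is about -0.4 in Supplementary Fig. S2C, read by eye. In E7.5 End it was -0.092, and the paper's value is about -0.49 in Supplementary Fig. S2C, read by eye. On the TPM scale, the only alternative set before that applies, the values were 0.41, 0.56 and 0.81, which also differ. For E6.5 Epi, E7.5 Mes and E6.5 Epi total RNA the medians of -0.43, -0.29 and -0.21 lay within the reading error of the figure.

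The E7.5 End column of Table S6 held 318 genes here, where the paper's count of Pol II (+) bivalent genes is about 820 in Fig. 3C, read by eye. No alternative set before applies to this count of listed genes.

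The paper states that decoupled genes were selected for RNA under 1. In the pooled FPKM most of each list met this, from 73.8% in E7.5 End to 93.6% in E6.5 ExE, but 14 genes of the E6.5 Epi list and 49 of the E7.5 Ect list were at 1 FPKM or more in their own tissue. Of the genes labeled in Supplementary Fig. S7C, 16 of 16 drawn as lower and 13 of 13 drawn as higher had the same direction here. The counts in that figure rest on thresholds that differ from the ones used here, which include no p-value.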

Other observations

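Of the tests in this part, those on older or more posterior embryos were chosen after the result was seen, and the placement of Hox genes among random lists was set after the pooled columns and before its own value had been seen.

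The Hox genes with more RNA in the *Eed* knockout than in control were tested against 2 other explanations. A general shift of low genes is argued against, since their median difference lay at percentile 100 among lists matched on mean expression. Older or more posterior embryos in the knockout pool, up to E7.5, could also raise Hox genes. Only 2 Hox genes at 1 FPKM or more in the knockout, *Hoxd13* and *Hoxc8*, were under 1 FPKM in all 7 wild-type tissues, which was within the bound written for older embryos. However, 46.2% of the 26 Hox genes with more RNA lay at or below their highest wild-type level, in a separate table, and of the 4 Hox genes at 5 FPKM or more in a wild-type tissue 3 were listed at 0 in the knockout, which argues against older embryos as the whole explanation. Embryos older than E7.5 were not tested.

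In the *Jarid2* knockout, whose RNA the paper shows for the targeted exons, *Adnp* (listed at 0 in control and at 12.4 FPKM in knockout), *Snrpn* (4.65 and 60.9 FPKM) and the p53 target *Phlda3* (3.54 and 23.3 FPKM) were among the highest genes, and *Gm20716* (19.3 FPKM in control and listed at 0 in knockout), *Sp5* (3.88 and 0.398 FPKM) and *Sumo2* (1447 and 490.2 FPKM) among the lowest. Against the mean of the other 3 controls *Sumo2* differed by -0.82. Of 646 Pol II (+) bivalent genes 18 were higher, and the 1 lower gene was Dennd5b, named after its value was seen. Their median was 0.028, under the 0.14 of all genes and at percentile 0, and -0.067 against the other 3 controls. Of the bivalent genes held, 20 were higher and 3 lower (50 and 34 against the other 3 controls), and VE-restricted genes had a median of 0.581 FPKM in control and 1.03 FPKM in knockout. On the TPM scale the median of all genes was 0.28.

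Bivalent genes of Table S5 outside Table S6 had median differences of 0.43, 0.059, 0 and -0.075 in the *Eed*, *Kmt2b*, *Jarid2* and *Sp1* knockouts. In the same order, the decoupled genes of Epi had -0.083, 0.18, 0.12 and -0.30, against the control columns in which 60.1, 81.7, 66.7 and 60.1% of them were under 1 FPKM.

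The other gene lists had the following medians against the own control in the same order. They were 0.60, 0.35 and -0.15 for extraembryonic ectoderm markers and -0.12, 0 and 0.24 for visceral endoderm markers, without *Sp1*, and 0.19, 0.31, 0.29 and 0.20 for parietal endoderm markers, -0.17, 0.16, 0.19 and -0.27 for pluripotency and epiblast genes, 0.32, 0.030, 0.025 and -0.39 for ectoderm and neural genes and 0.16, 0.086, 0.31 and 0.37 for maternal decidua markers. Among regulators, H3K4 methyltransferase complex subunits had -0.10, 0.30, 0.28 and -0.12, PRC1 subunits 0.077, 0.15, 0.17 and -0.083, and PRC2 subunits, beyond *Eed*, -0.042, 0.10 and -0.092. Cholesterol synthesis genes had 0.038, 0.27, 0.21 and 0.17, glycolysis genes -0.11, 0.40, 0.16 and -0.11, mitotic cell cycle genes -0.024, 0.077, 0.18 and 0.11, imprinted genes 0.22, 0.11, 0.020 and -0.23 and the 6 sex-linked genes -0.59, -0.19, -0.42 and -0.24. For p53 targets the values beside *Jarid2* were 0.27, 0.11 and -0.46, for germline genes beside *Eed* and *Kmt2b* 0.18 and 0.42, and for developmental transcription factors beside *Eed* 0.066, 0 and -0.075. Without the *Sp1* values they were 0.041, 0.38 and 0.39 for immediate early and stress genes, -0.054, 0.39 and 0.097 for IGF and PI3K signaling genes, -0.18, 0.18 and 0.022 for SP and KLF factors and -0.051, 0.091 and 0.043 for housekeeping genes, and without *Eed* -0.065, -0.13 and 0.32 for primitive streak and mesoderm genes. Too few blood and erythroid genes passed the filter for a median, and 1 was higher in the *Eed* knockout and 1 lower in the *Kmt2b* knockout (*Tal1* and *Cd52*).

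Higher genes were shared by 50 (7.5) between the *Kmt2b* and *Jarid2* knockouts, 27 (8.23) between *Eed* and *Kmt2b*, 21 (6.55) between *Eed* and *Jarid2*, 22 (6.25) between *Eed* and *Sp1*, 4 (7.15) between *Kmt2b* and *Sp1* and 9 (5.70) between *Jarid2* and *Sp1*, with the number for independent sets in parentheses. Lower genes were shared by 12 (1.81) between *Jarid2* and *Sp1*, 11 (4.38) between *Eed* and *Sp1*, 8 (1.47) between *Eed* and *Kmt2b*, 5 (6.61) between *Kmt2b* and *Sp1*, 4 (0.606) between *Kmt2b* and *Jarid2* and 3 (0.401) between *Eed* and *Jarid2*. The control columns nearest to each other were those of *Jarid2* and *Sp1* (r = 0.978 across genes, with 444 genes that differed by at least 1). The lowest r was 0.935 for those of *Eed* and *Sp1*, the most such genes were 2206 for those of *Kmt2b* and *Sp1*, and each knockout and its own control had r of 0.962 to 0.983.

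By Table S6, genes listed as Pol II (+) bivalent in both E6.5 Epi and E7.5 Mes had a median RNA difference of 0.23. It was -0.0014 for genes newly listed in E7.5 Mes and 0.43 for genes no longer listed there. From E6.5 Epi to E7.5 Ect the medians were 0.11, 0.070 and 0.12. A gene can enter or leave these lists by a change in bivalency as well as in Pol II, so the medians do not describe gain or loss of Pol II alone. Over all genes compared, 300 were higher and 434 lower in E7.5 Ect than in E6.5 Epi, 908 and 759 in E7.5 Mes and 2148 and 1456 in E7.5 End.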
